# Plant DNA methylation is sensitive to parent seed N content and influences the growth of rice

**DOI:** 10.1186/s12870-021-02953-3

**Published:** 2021-05-11

**Authors:** Xiaoru Fan, Laihua Liu, Kaiyun Qian, Jingguang Chen, Yuyue Zhang, Peng Xie, Man Xu, Zhi Hu, WenKai Yan, Yufeng Wu, Guohua Xu, Xiaorong Fan

**Keywords:** Seed N content, Methylation, Phenotype, High N-use efficiency, OsNAR2.1

## Abstract

**Background:**

Nitrogen (N) is an important nutrient for plant growth, development, and agricultural production. Nitrogen stress could induce epigenetic changes in plants. In our research, overexpression of the *OsNAR2.1* line was used as a testing target in rice plants with high nitrogen-use efficiency to study the changes of rice methylation and growth in respond of the endogenous and external nitrogen stress.

**Results:**

Our results showed that external N deficiency could decrease seed N content and plant growth of the overexpression line. During the filial growth, we found that the low parent seed nitrogen (LPSN) in the overexpression line could lead to a decrease in the filial seed nitrogen content, total plant nitrogen content, yield, and *OsNAR2.1* expression (28, 35, 23, and 55%, respectively) compared with high parent seed nitrogen (HPSN) in high nitrogen external supply. However, such decreases were not observed in wild type. Furthermore, methylation sequencing results showed that LPSN caused massive gene methylation changes, which enriched in over 20 GO pathways in the filial overexpression line, and the expression of *OsNAR2.1* in LPSN filial overexpression plants was significantly reduced compared to HPSN filial plants in high external N, which was not shown in wild type.

**Conclusions:**

We suggest that the parent seed nitrogen content decreased induced DNA methylation changes at the epigenetic level and significantly decreased the expression of *OsNAR2.1*, resulting in a heritable phenotype of N deficiency over two generations of the overexpression line.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-021-02953-3.

## Background

Rice (*Oryza sativa* L.) is a major staple food for a large part of the global population. Nitrogen (N) is an essential macronutrient for plant growth and crop productivity [1]. Rice cultivation requires higher inputs of nitrogen fertilizers than other crops [2, 3]. Nitrogen deficiency is severe environmental stress that can impair crop production and prevent plants from effectively absorbing enough nitrogen for sufficient growth [4]. There have been previous reports about the reduction of seed N concentrations due to filial nitrogen deficiency in many species including rice [5], soybean [6], pea [7], and cotton [8]. Growth restrictions were greater with lower seed N when the seedlings were exposed to solutions without external N in soybean [9]. Nitrogen fertilizer on parent plants could improve the salinity tolerance of filial wheat during germination and the early seedling growth stages [10]. Also, seed nitrogen enhances seed vigor and accelerates germination time in rice [11]. However, there is little research on the influence of seed nitrogen on the growth of mature rice in the field.

Epigenetics is defined as the study of DNA sequence-independent changes in gene function that are mitotically and/or meiotically heritable [12]. DNA methylation is the major heritable epigenetic modification and contributes to the epigenetic regulation of nuclear gene expression and genome stability [13]. The cytosine residue in DNA is methylated at the 5′ position [14] and occurs throughout the plant genome, including CG, CHG, and CHH (H = A, T, or C) [15]. There are many studies of epigenetic regulation in plant response to nutrient stresses [16–20]. There have been reports that phosphate starvation could result in extensive remodeling of global DNA methylation in a plant and is often associated with changes in gene expression [21–24]. Zinc deficiency can lead to hypo- and hyper-methylated chromosomal regions [17]. Nitrogen-deficiency stress can induce heritable alteration in DNA methylation [19]. Fan et al. (2020) reported that overexpression of *OsNAR2.1* does change rice DNA methylation status [25]. However, the research progress regarding epigenetic influence by the nutrient in both external and endogenous seed is very sparse.

OsNAR2.1 is a high-affinity nitrate transporter partner protein which, along with OsNRT2s, plays a central role in nitrate absorption and translocation in rice [26–30]. Previous reports have demonstrated that using *OsNAR2.1* promoter instead of ubiquitin promoter to drive *OsNRT2.1* can improve the agronomic nitrogen use efficiency and yield in rice [30]. Chen et al. (2017) showed that using *OsNAR2.1* native promoter to drive *OsNAR2.1* (*pOsNAR2.1:OsNAR2.1*) improves nitrate and ammonium absorption and increases nitrogen-use efficiency (NUE) in rice cultivation systems [27]. We used *pOsNAR2.1:OsNAR2.1* (Ox1) in Chen et al. (2017) as a testing high N-use efficiency rice and to explore both seed and external N content influence on the growth of rice.

Our research aims to elucidate the influence of seed N resource on the wild type and high N-use efficiency Ox1 line growth in the both seedling and mature, and the methylation change in response to the different seed N and different external N resource.

## Results

### Nitrogen deficiency could cause a heritable decrease in the growth of *OsNAR2.1 *overexpression line

We planted overexpression lines of *OsNAR2.1 *(Ox1) and wild type of Wuyungeng 7(WYG7) in the field with 300 kg N/ha (+N) and 0 kg N/ha (−N) (Fig. 1a, b) in the first-generation (S0 generation). In the S0 generation, the plant height of WYG7 and Ox1 decreased by 20 and 22%, the tiller number decreased by 44 and 46%, and the grain yield per plant decreased by 44 and 51%, respectively, in the -N field compared with +N (Fig. 1c-e). Meanwhile, the relative expression of *OsNAR2.1* in Ox1 decreased by 62% in the -N field, but a significant difference was not observed in WYG7 between the +N and -N field (Fig. 1f). Other agronomic traits showed that nitrogen deficiency in S0 generation reduced the panicle length of WYG7 and Ox1 by 21 and 14% and the seed setting rate decreased by 7 and 18%, respectively. However, there was no difference in the grain weight per panicle, the number of grains per panicle, and the 1000-grain weight in WYG7 or Ox1 between the +N and -N field (Table S1).

**Fig. 1:**
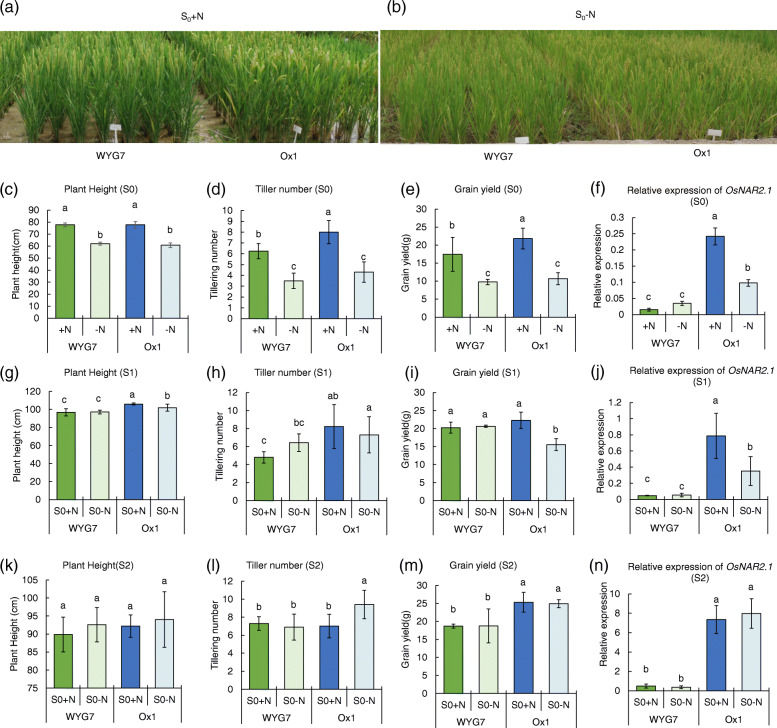
Nitrogen deficiency in S0 generation results in the decrease of plant height and yield of WYG7 and Ox1 and heritable in S1 generation in Ox1. (**a, b**) Gross morphology of WYG7 and Ox1 in +N and -N field in S0 generation. Bar = 20 cm. (**c**) Plant height and (**d**) Tiller number of WYG7 and Ox1 in +N and -N field in S0 generation. Error bar: SD (*n* = 10 plants). (**e**) Grain yield per plant of WYG7 and Ox1 in +N and -N field in S0 generation. Error bar: SD (*n* = 5 plants). (**f**) Relative expression of *OsNAR2.1* in WYG7 and Ox1 in +N and -N field in S0 generation. Error bar: SD (*n* = 3 plants). (**g**) Plant height and (**h**) Tiller number of WYG7 and Ox1 in S1 generation. Error bar: SD (n = 10 plants). (**i**) Grain yield per plant of WYG7 and Ox1 in S1 generation. Error bar: SD (n = 5 plants). (**j**) Relative expression of *OsNAR2.1* in WYG7 and Ox1 in S1 generation. Error bar: SD (n = 3 plants). (**k**) Plant height and (**l**) Tiller number of WYG7 and Ox1 in S2 generation. Error bar: SD (n = 10 plants). (**m**) Grain yield per plant of WYG7 and Ox1 in S2 generation Error bar: SD (n = 5 plants). (**n**) Relative expression of *OsNAR2.1* in WYG7 and Ox1 in S2 generation. Error bar: SD (n = 3 plants). Significant differences between different lines are indicated by different letters (*P* < 0.05, one-way ANOVA). WYG7: wild type of Wuyungeng 7; Ox1: overexpression of *OsNAR2.1* by *OsNAR2.1* promoter; S0 + N: nitrogen treatment with 300 kg N/ha in S0 generation; S0-N: nitrogen treatment with 0 kg N/ha in the S0 generation

The seeds were harvested from the +N and -N fields in the S0 generation and planted in the field restored with +N for the S1 and S2 generations. We found that when the nitrogen treatment was restored to +N in the S1 generation, the nitrogen deficiency in the S0 generation did not influence the plant height, tiller number, and grain yield of WYG7 in the S1 generation (Fig. 1g-i). However, under the conditions of high nitrogen fertilizer in the S1 generation, nitrogen deficiency in the S0 generation caused the plant height to be reduced by 4%, the grain yield per plant reduced by 20%, while the tiller number displayed no significant change in Ox1 line (Fig. 1g-i). Also, nitrogen deficiency in the S0 generation caused downregulation of *OsNAR2.1* of 55% in the Ox1 line in S1 (Fig. 1j), a decrease in the panicle length 7%, a reduction in the grain weight per panicle by 27%, and a reduction of the seed setting rate by 10% (Table S2) in S1 generation.

However, under continued high nitrogen treatment in the S2 generation, we found that the S0 generation nitrogen deficiency did not affect the plant height, grain yield, and *OsNAR2.1* expression of the wild type and Ox1 line in the S2 generation. The tiller number of Ox1 treated with nitrogen deficiency in the S0 generation increased in the S2 generation (Fig. 1k-n). This was inconsistent with the changes in the tiller number in the S0 and S1 generations, therefore the change of tiller number in the S2 generation is related to the difference of the current environment and planting density.

In conclusion, nitrogen deficiency in the S0 generation caused a decrease in the growth of high N-use efficiency rice Ox1 line, and the decrease was inherited in the S1 generation despite the restoration of high nitrogen supply conditions. However, the decrease did not persist in the S2 generation.

### Parent N content decrease retards seedling growth in high nitrogen-use efficiency line

Previous reports have shown that the reduced nitrogen content in seeds is endogenous nitrogen stress for plants, which also affects filial plant growth [9]. We found that field N deficiency in the S0 generation caused seed N concentration to be reduced by 30 and 32% and seed total N content to be reduced by 62 and 53%, in WYG7 and Ox1 line, respectively (Fig. 2a,b).

**Fig. 2:**
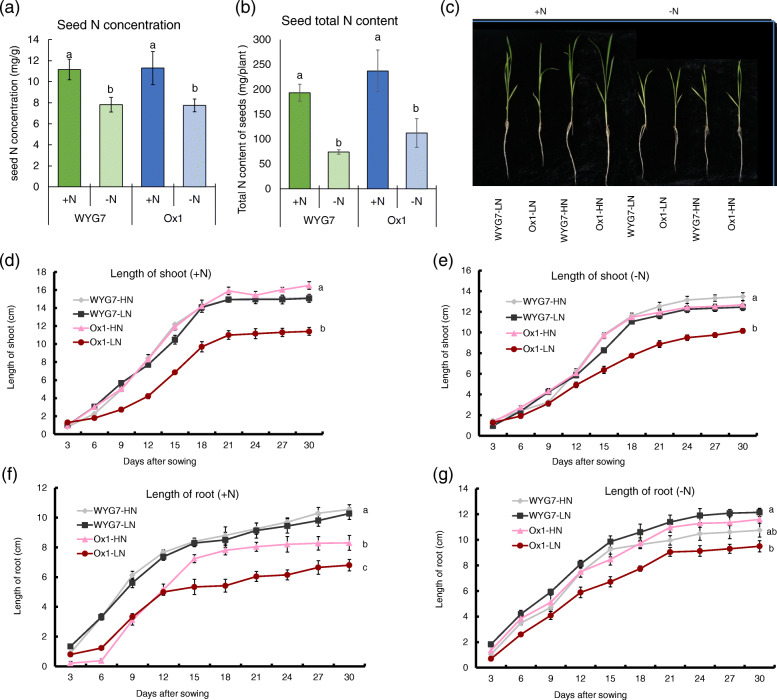
Parent seed nitrogen content retard filial seedling growth in Ox1 line. (**a**) Seed N concentration and (**b**) Seed total N content of WYG7 and Ox1 in +N and -N field. Error bar: SD (n = 5 plants). **c** Gross morphology of different lines in +N and -N water. Bar = 5 cm. **d, e** Track growth of shoot in 30 days of different lines in +N and -N water. Error bars: SD (n = 5 plants). **f, g** Track growth of root in 30 days of different lines in +N and -N water. Error bars: SD (n = 5 plants). Significant differences between different lines are indicated by different letters (*P* < 0.05, one-way ANOVA,). +N: water with 2.5 mM NH_4_NO_3_; −N: water with no N. WYG7-HN: WYG7 with high parent seed N content; WYG7-LN: WYG7 with low parent seed N content; Ox1-HN: Ox1 line with high parent seed N content; Ox1-LN: Ox1 line with low parent seed N content

In order to analyze the influence of the seed nitrogen on filial plant growth, we collected WYG7 and Ox1 seeds in the S0 generation from +N and -N fields (Fig. 1a,b). The Ox1 seeds collected from the +N field with high N content were labelled as Ox1-HN and seeds collected from -N field with low N content as Ox1-LN. The same labeling was done in WYG7, seeds of WYG7 collected from +N and -N fields were named WYG7-HN and WYG7-LN, respectively. For distinction, the seeds harvested from the S0 generation were named parent seed and the generated seeds in S1 generation were named as the filial seed. We grew four plants in water with NH_4_NO_3_ (+N) and water (−N) for 1 month (Fig. 2c) and found that there were no differences in the length of seedling shoots or roots between WYG7-HN and WYG7-LN during the 30 days (Fig. 2d-g). However, the length of the shoots in the Ox1-LN seedlings was significantly shorter compared with Ox1-HN in both +N and -N treatments since day 15 (Fig. 2d, e). The same pattern was observed in the roots (Fig. 2f, g). In the +N condition, the biomass and total N content of Ox-LN significantly decreased by 58 and 55% in the shoot (Fig. 3a, b) and decreased significant by 57 and 58% in the root, respectively, compared with Ox1-HN (Fig. 3c, d). In the -N condition, the biomass and total N content of Ox-LN significantly decreased in the shoot by 59 and 53% (Fig. 3e, f) and by 55 and 58% in the root, respectively, compared with Ox1-HN (Fig. 3g, h). We also tested the expression of *OsNAR2.1* and found that expression in Ox1-HN shoot was 3.5 times higher than in Ox1-LN and significantly higher in the +N treatment (Fig. 3i). In the -N treatment, the expression of *OsNAR2.1* in Ox1-HN shoot was 1.5 times higher compared with Ox1-LN, but not significant (Fig. 3j). At the same time, in both +N and –N conditions, there was no difference in the expression of *OsNAR2.1* in the root between Ox1-HN and Ox1-LN (Fig. 3k, l). However, in both +N and -N conditions, the biomass and total N content of WYG7-LN displayed no difference compared to WYG7-HN in either the shoot or the root (Fig. 3a-h). The expression of *OsNAR2.1* in WYG7-LN and WYG7-HN was significantly lower compared with Ox1(−LN and -HN) in both treatments but showed no difference between each other (Fig. 3i-l). Since OsNAR2.1 is a partner protein of OsNRT2.1 and OsNRT2.3a in the absorption of nitrate [26, 29], we detected the expression of both *OsNRT2.1* and *OsNRT2.3a* in Fig. S1. The results showed that in both +N and –N condition, the expression of *OsNRT2.1* and *OsNRT2.3a* in both shoot and root all have no difference between WYG-HN and WYG-LN (Fig. S1 a-h). But the expression of *OsNRT2.1* and *OsNRT2.3a* in Ox1-HN were significant higher than in Ox1-LN, WYG7-HN and WYG7-LN in shoot under +N condition (Fig. S1 a, c), which is similar with the expression of *OsNAR2.1* in +N condition in shoot.

**Fig. 3:**
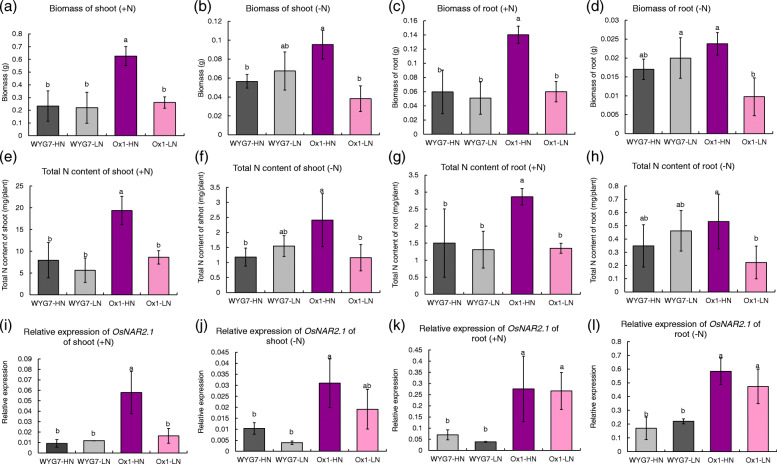
Parent seed nitrogen content decrease leads to the decrease of the filial seedling biomass, seedling nitrogen content and *OsNAR2.1 *expression in Ox1. **a, b** Biomass of shoot and at 30 day of different lines in +N and -N water. Error bars: SD (n = 5 plants). **c, d** Biomass of root at 30 day of different lines in +N and -N water. Error bars: SD (n = 5 plants). **e, f** Total N content of shoot at 30 day of different lines in +N and -N water. Error bars: SD (n = 5 plants). **g, h** Total N content of root at 30 day of different lines in +N and -N water. Error bars: SD (n = 5 plants). **i, j** Relative expression of* OsNAR2.1* of shoot in +N and -N water. Error bars: SD (*n* = 4 plants). **k, l** Relative expression of *OsNAR2.1* of root in +N and -N water. Error bars: SD (n = 4 plants). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA)

In conclusion, the low parent seed nitrogen (LPSN) could lead to the retard of the growth and decrease of biomass, N content of seedling and decrease of *OsNAR2.1* expression of filial high N-use efficiency rice Ox1 line in seedlings, compared with high parent seed nitrogen (HPSN).

### Parent seed N content decrease leads to grain yield and N content decrease in *OsNAR2.1* overexpression line in HN fertilizer field

We grew WYG7-HN, WYG7-LN, Ox1-HN, Ox1-LN lines in the field with four different N content: 300 (HN), 150 (MN), 75 (LN), and 0 kg N/ha (NN) (Fig. S2a-d). First, without endogenous seed N stress, the field N deficiency could induce 21 and 31% decrease of grain yield, and 23 and 32% of plant height in WYG-HN and Ox1-HN, respectively, in S1 generation, which is similar with as S0 generation (Fig. S3). Furthermore, we found that in Ox1-LN the plant height and the grain yield significantly decreased by 7 and 23%, respectively, compared to Ox1-HN in the HN field (Fig. S2e, Fig. 4a). No difference was observed in the MN, LN, and NN fields (Fig. S2f-h, Fig. 4b-d). Both the plant height and grain yield did not display a difference between WYG7-HN and WYG7-LN in all HN, MN, LN, and NN fields (Fig. S2e-h, Fig. 4a-d). The tiller number and chlorophyll content were not different between Ox1-LN and Ox1-HN and also not different between WYG7-LN and WYG7-HN in the four N treatment fields (Fig. S2i-l, S4a-d), and were not influenced by LPSN. Also, other agronomic traits showed that, in HN conditions, the panicle length, grain weight per panicle, and seed setting rate of Ox1-LN significantly decreased by 7, 27, and 10%, respectively, compared with Ox1-HN. However, in the MN, LN, and NN fields, these agronomic traits were not affected by the LPSN in Ox1. At the same time, in four fields, the panicle length, grain weight per panicle, seed setting rate, the number of seeds per panicle, and 1000-grain weight of WYG7 were not affected by the LPSN (Table S3).

**Fig. 4:**
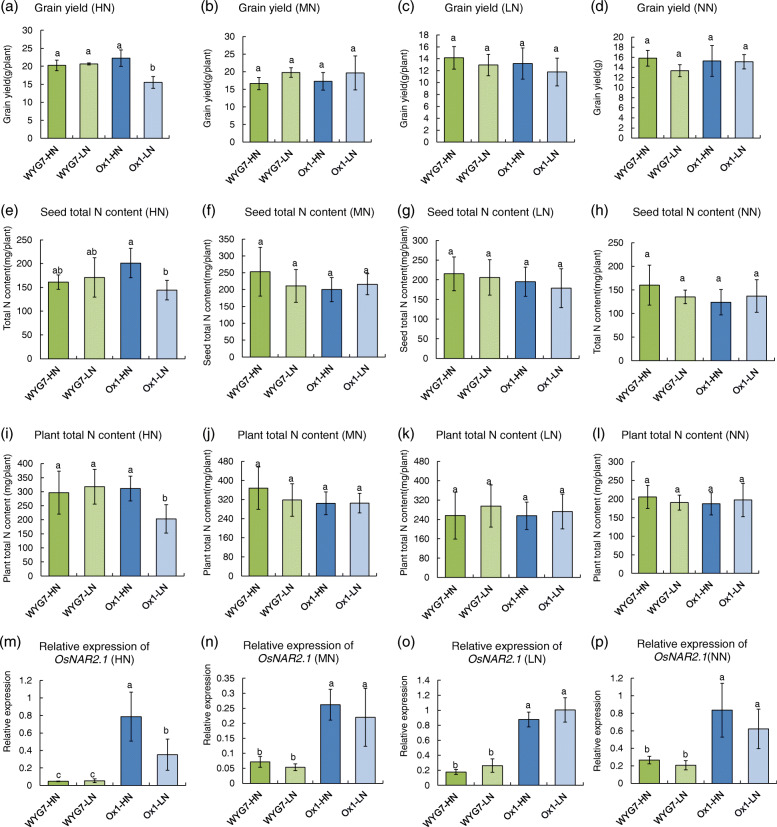
The decrease in the parent seed nitrogen content leads to the decrease of filial grain yield and N content of Ox1 in HN field. **a-d** Grain yield per plant of different lines in HN, MN, LN and NN fertilizer fields. Error bars: SD (n = 5). **e-h** Filial seed total N content of different lines in HN, MN, LN and NN fertilizer field. Error bars: SD (n = 5). **i-l** Plant total N content of different lines in HN, MN, LN and NN fertilizer fields. Error bars: SD (n = 5). **m-p** Relative expression of *OsNAR2.1* of different lines in HN, MN, LN and NN fertilizer fields. Error bars: SD (n = 4). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA). HN: N fertilizer with 300 kg N/ha; MN: N fertilizer with 150 kg N/ha; LN: N fertilizer with 75 kg N/ha; NN: N fertilizer with 0 kg N/ha

Furthermore, we analyzed the filial seed N concentration, seed total N content, and plant total N content of Ox1-LN and found a significant reduction of 26, 28, and 35%, respectively, compared with Ox1-HN in the HN field (Fig. S4e and 4e, i). There were no significant differences in the MN, LN, and NN fields (Fig. S4e-h and 4e-l). For WYG7, there was no significant difference in the filial seed N concentration, seed total N content, and plant total N content between WYG7-HN and WYG7-LN in all HN, MN, LN, and NN fields (Fig. S4e-h, Fig. 4e-l). Simultaneously, we analyzed the expression of *OsNAR2.1* of four plants in the mature stage and found out that the expression of *OsNAR2.1* was significantly lower in the WYG7 lines compared to Ox1 lines. However, there was no difference between WYG7-HN and WYG7-LN in all four fields (Fig. 4m-p). In the HN field, the expression of *OsNAR2.1* was approximately 4.3 times higher in Ox1-HN than in Ox1-LN (Fig. 4m). But in the MN, LN, and NN fields, the expression of *OsNAR2.1* was not different between Ox1-HN and Ox1-LN (Fig. 4n-p). To confirm the phenotype causing LPSN, the various N content field experiment was repeated for one more year (the data presented in Table S4). We found the same pattern in plant growth in the third year compared with the second year, where the plant height, grain yield, filial seed N concentration, seed N content, plant N content, and expression of *OsNAR2.1* all were significantly reduced in Ox1-LN compared with Ox1-HN in HN condition but not in MN, LN, and NN treatments.

The OsNRT2 family proteins OsNRT2.1, OsNRT2.2, and OsNRT2.3a require the participation of OsNAR2.1 in the absorption of nitrate [26, 29] and the expression of *OsNAR2.1* are influenced by LPSN in Ox1 line. We, therefore, tested the expression of the *OsNRT2.1*, *OsNRT2.2* and *OsNRT2.3a*. In the HN condition, the expression of *OsNRT2.1* and *OsNRT2.3* significantly decreased by about 48 and 45%, respectively, in Ox1-LN compared with Ox1-HN (Fig. 5a, c). However, the expression of *OsNRT2.1*, *OsNRT2.2,* and *OsNRT2.3a* in Ox1-LN was not significantly different from that of WYG7-HN and WYG7-LN (Fig. 5a-c). Under NN conditions, the expression of *OsNRT2.1*, *OsNRT2.2,* and *OsNRT2.3a* was not significantly different between Ox1-HN, Ox1-LN, WYG7-HN, and WYG-LN lines (Fig. 5d-f). Therefore, compared with Ox-HN, LPSN of Ox-LN not only reduced the expression of *OsNAR2.1* but also reduced the expression of the *OsNRT2.1* and *OsNRT2.3a*.

**Fig. 5:**
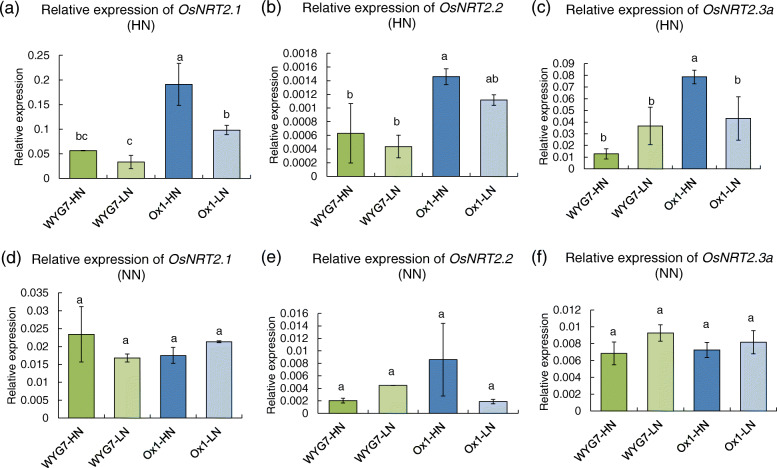
The decrease in the parent seed nitrogen content leads to the decrease of relative expression of *OsNRT2.1* and *OsNRT2.3a* of *OsNAR2.1* overexpression line in HN field. **a-c** Relative expression of *OsNRT2.1*, *OsNRT2.2* and *OsNRT2.3a* of different lines in high N fertilizer field. **d-f** Relative expression of *OsNRT2.1*, *OsNRT2.2* and *OsNRT2.3a* of different lines in no N fertilizer field. Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA, Duncan)

In conclusion, when the field is sufficiently fertilized with nitrogen, LPSN could lead to the decrease of plant growth, grain yield, and expression of *OsNAR2.1*.

### Parent seed N content decrease leads to global methylation changes

Since the genome of Ox1 and WYG7 did not change during a single generation but the phenotype of Ox1 was influenced by LPSN, we suspected that the epigenetic changes occurred between generations with different N treatments. We sequence the methylation status of WYG7-HN, WYG7-LN, Ox1-HN, Ox1-LN lines in the HN and NN treatment fields. 

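Whole-genome bisulfite sequencing, in which unmethylated cytosines are converted and read as thymine, was performed on leaf DNA of 8 libraries, 1 for each combination of line (the wild type WYG7 or the OsNAR2.1 overexpression line Ox1), parent seed (HN or LN) and field (HN or NN). There was no replicate library, so a difference between 2 conditions has no replicate error. No test across samples was made, and the 4 comparisons of LN with HN were not pooled as pairs. By the paper's Table S5, the libraries held between 133589336 and 139722670 clean reads and between 101310179 and 113975216 valid cytosines. The authors aligned the reads to IRGSP-1.0 with Bismark and called DMRs between the LN and the HN library of a line in a field with SMART, under the limits on coverage, cytosines, length, difference and p-value given in the Methods. The files used here are the 4 DMR lists and the 4 gene tables of these comparisons. They carry no methylation level, read coverage, p-value or cytosine context, so the depth behind each single DMR is unknown. From the lists, counts, shares, lengths and overlaps were computed here. Positions were read as starting from 1 with both ends included, under which the shortest DMR is 100 bp.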

The description, number of clean sequencing reads, valid C numbers, methylation C counts, and the percentages of mCs in CG, CHG, and CHH are presented in Table S5. The mCG ratio ranged from 52 to 56% and the non-mCG ratio was from 44 to 48%, similar to Li et al. (2015). Compared with HPSN, in the HN field, LPSN filial WYG7 and Ox1 lines showed lower methylation levels (Fig. 6a). However, LPSN filial WYG7 and Ox1 had higher methylation levels in the NN field (Fig. 6d). Furthermore, in the HN field, the methylation levels between WYG7-HN and Ox1-HN, WYG-LN and Ox1-LN were similar, with a difference of approximately 0.1 and 0.8%, respectively (Fig. 6a). In the NN field, the methylation level of Ox1-HN and Ox1-LN increased by around 10%, compared with WYG7-HN and WTG7-LN, respectively (Fig. 6d). The methylation level of three contexts in WYG7-LN all increased in HN and decrease in NN compared with WYG7-HN, similar to total mC level change (Fig. S5a-c, e-g).

**Fig. 6:**
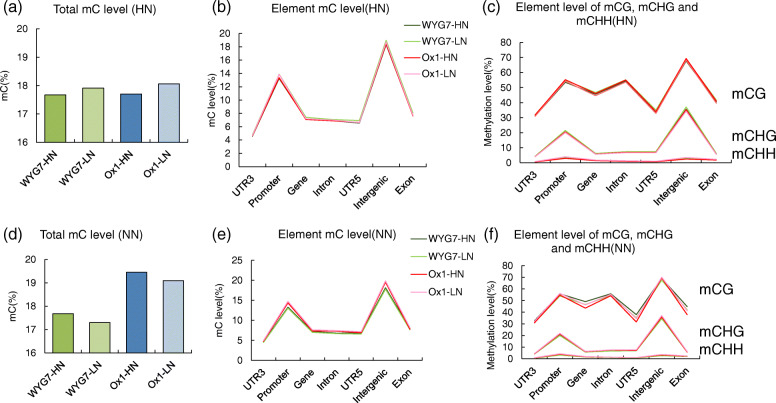
Methylation level for Ox1 and WYG7 lines with different parent N content seeds in different N fertilizer fields. **a** Total mC levelof different lines in HN field. **b** Element mC level of WYG7-HN, WYG7-LN, Ox1-HN and Ox1-LN in HN field. **c** Element level of mCG, mCHG, mCHH of different lines in HN field. **d** Total mC level of different lines in NN field. **e** Element mC level of of different lines in NN field. **f** Element level of mCG, mCHG, mCHH of of different lines in NN field

Then we analyze the methylation level of different gene elements and found that, for the HN condition, the methylation level of different C context all showed no differences between four samples (Fig. 6b, c). However, the methylation level of global mC was higher in Ox1-HN and Ox1-LN in the promoter and intergenic regions compared with WYG7-HN and WYG7-LN in the NN condition. Moreover, the methylation level of CG of WYG7-HN was higher than WYG7-LN and Ox1-LN, and higher than in Ox1-HN in gene and 5’UTR regions (Fig. 6e, f). These results suggest that the global methylation level of different elements did not significantly change between Ox1 and WYG7 in the N fertilizer condition. However, the global methylation increased in Ox1 compared with WYG7, in N deficiency condition, especially in the promoter and intergenic regions. The methylation of mCG in gene and 5’UTR regions decreased in Ox1 compared with WYG7. Furthermore, we analyzed methylation level of enhancers in WYG7 and Ox1 lines, and found that in HN condition, the methylation levels of enhancer are increase 1.6 and 2.9% in WYG-LN and Ox1-HN, compared with WYG-LN and Ox1-LN, respectively. In NN condition, the methylation levels of enhancer are increase 1.5 and 6.7% in WYG-LN and Ox1-HN, compared with WYG-LN and Ox1-LN, respectively (Fig. S5d, h). The results indicated that the LPSN influence on enhancer is stronger in Ox1 under NN condition.

### Parent seed N content decrease induces more hypo-DMRs in the N fertilizer field but more hyper-DMRs in the N deficiency field in the overexpression line

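Each list of the authors' comparisons gives the chromosome, start, end and direction of a DMR on the 12 chromosomes of IRGSP-1.0. Hyper was read as higher methylation in the LN than in the HN library. The lists do not name the reference library. The paper's Methods define hyper as an increase compared with the control group, and the paper describes LPSN compared with HPSN. The hyper shares of the lists, rounded, are those the paper gives for all 4 comparisons. Tracks were also compared by eye. In Fig. S7a, the OsWAKY54 signal present only in Ox1-LN is listed as hyper, and signals upstream of OsWAKY46 that are missing in WYG7-LN or in Ox1-LN are listed as hypo. In Fig. S8a, the OsMADS59, OsATL16 and OsAMT4 signals lost in WYG7-LN are listed as hypo. By the paper's Table S5, the share of valid cytosines called methylated moved with the majority direction of the DMRs in 1 of the 4 comparisons, Ox1 in the HN field. The methylation level of Fig. 6, which rests on reads per site, moved with it in 2 of the 4 by eye, Ox1 in both fields. The median DMR was 229 bp long for WYG7 and 227 bp for Ox1 in the HN field, and 237 bp and 225 bp in the NN field.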

We analyzed differentially-methylated regions (DMRs) between WYG7-LN and WYG7-HN, Ox1-LN and Ox1-HN, as WYG7-DMR and Ox1-DMR, respectively, in HN and NN treatments. 

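In the HN field, the authors' deposited table held 28880 DMRs for WYG7 and 25546 for Ox1, a difference of 3334. The DMRs covered 9.03 Mb in WYG7 and 7.2 Mb in Ox1. The longest DMR was 5670 bp in WYG7 and 2429 bp in Ox1. Only DMRs of at least 200 bp were kept in the alternative that moved these counts most, which left 17204 DMRs in WYG7 and 15240 in Ox1. The median window of 500 kb held 33 DMRs in WYG7 and 32 in Ox1. In WYG7, 3612 DMRs lay in 22 windows with more than 3 times its median count. Ox1 had 902 DMRs in the same windows. These windows were defined after the data were seen and by the count of WYG7 alone, so a higher count of WYG7 in them is given by their choice. Without them, the difference between the lines was 624 DMRs. It was 215 with the limit at 2.5 times the median and 1308 at 4 times. The choice of the windows favours this fall.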

We found that in HN fields, the WYG7-DMR was 28,880, and approximately 3400 more than 25,546 Ox1-DMR. However, WYG7-DMR was 26,288, 6500 more than 19,765 Ox1-DMR in the NN condition. 

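For the NN field, the authors' deposited table held 26288 DMRs for WYG7, covering 7.74 Mb, and 19765 for Ox1, covering 5.43 Mb. The difference was 6523 DMRs. The median window of 500 kb held 25 DMRs in Ox1.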

Meanwhile, there are 46% hyper WYG7-DMRs in the HN field but, 65% hyper WYG7-DMRs in the NN field. On the other hand, 75% Ox1-DMRs are hyper in the HN condition but only 34% are hyper in the NN condition (Fig. 7a, b, d, e). 

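For WYG7 in the HN field, the authors' deposited table listed 13260 hyper-DMRs and 15620 hypo-DMRs, a hyper share of 45.9% (Wilson 95% interval from 45.3% to 46.5%). In the NN field it listed 16962 hyper-DMRs and 9326 hypo-DMRs, a hyper share of 64.5% (63.9% to 65.1%). The intervals cover counting error over DMRs only, not variation between plants. By chromosome, the hyper share ran from 36.9% to 57.0% in the HN field, where it was above 50% on 3 chromosomes, and from 62.6% to 66.4% in the NN field. Weighting each DMR by its length moved the share in the HN field most among the alternatives set before the data were examined, to 47.9%. Without the dense windows, it was 43.6%.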

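For Ox1 in the HN field, the authors' deposited table listed 19272 hyper-DMRs and 6274 hypo-DMRs, a hyper share of 75.4% (Wilson 95% interval from 74.9% to 76.0%). In the NN field it listed 6664 hyper-DMRs and 13101 hypo-DMRs, a hyper share of 33.7% (33.1% to 34.4%). The share lay between 73.4% and 77.3% on every chromosome in the HN field and between 31.5% and 36.1% in the NN field. From these shares and those of WYG7, the paper concludes that LPSN acted in opposite directions in the 2 fields and in the 2 lines.

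**Figure D1:**
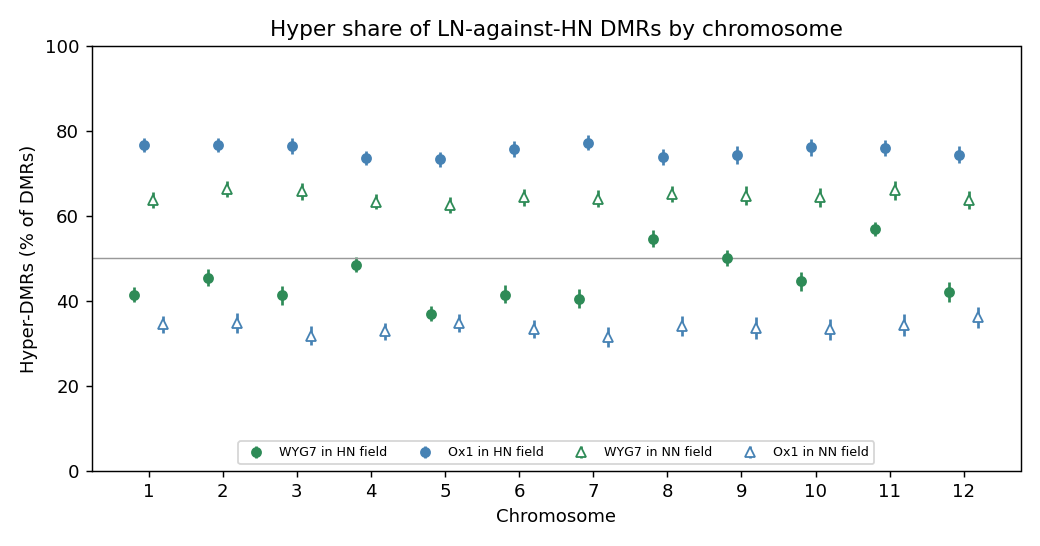
Hyper share of DMRs (percent, vertical axis) on each of the 12 chromosomes (horizontal axis) for WYG7 and Ox1 in the HN field (filled circles) and the NN field (open triangles). Bars are Wilson 95% intervals over DMRs, 1 library was compared with 1 library, and the grey line marks 50%. Ox1 in the HN field lies above 50% and Ox1 in the NN field below it on all 12 chromosomes.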

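The direction was also compared at DMRs that overlap by at least 1 bp between lists. In the HN field, 31.0% of the WYG7-DMRs overlapped an Ox1-DMR, against 4.02% after 100 random placements of the Ox1-DMRs on the same chromosomes. The placements ignore whether a DMR could be called at a place, which tends to lower the random share. Of the 9721 overlapping pairs, 47.6% had the same direction (Wilson 95% interval from 46.6% to 48.6%), and 48.7% would under independence of the directions in the 2 lists. In the NN field, 26.9% of the WYG7-DMRs overlapped an Ox1-DMR, against 2.98% at random, and 49.0% of the 7681 pairs had the same direction (47.9% to 50.1%). Between the fields, 32.8% of the WYG7-DMRs and 28.5% of the Ox1-DMRs of the HN field overlapped a DMR of the same line in the NN field. The same direction was found in 49.4% of these pairs for WYG7 and in 44.8% for Ox1, against 49.3% and 45.2% under independence.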

We concluded that compare with HPSN, LPSN decreases causing more hypo-DMRs in the HN field but more hyper-DMRs in the NN field for WYG7, and in contract, causing more hyper-DMRs in the HN field but more hypo-DMRs in the NN field for Ox1 line.

**Fig. 7:**
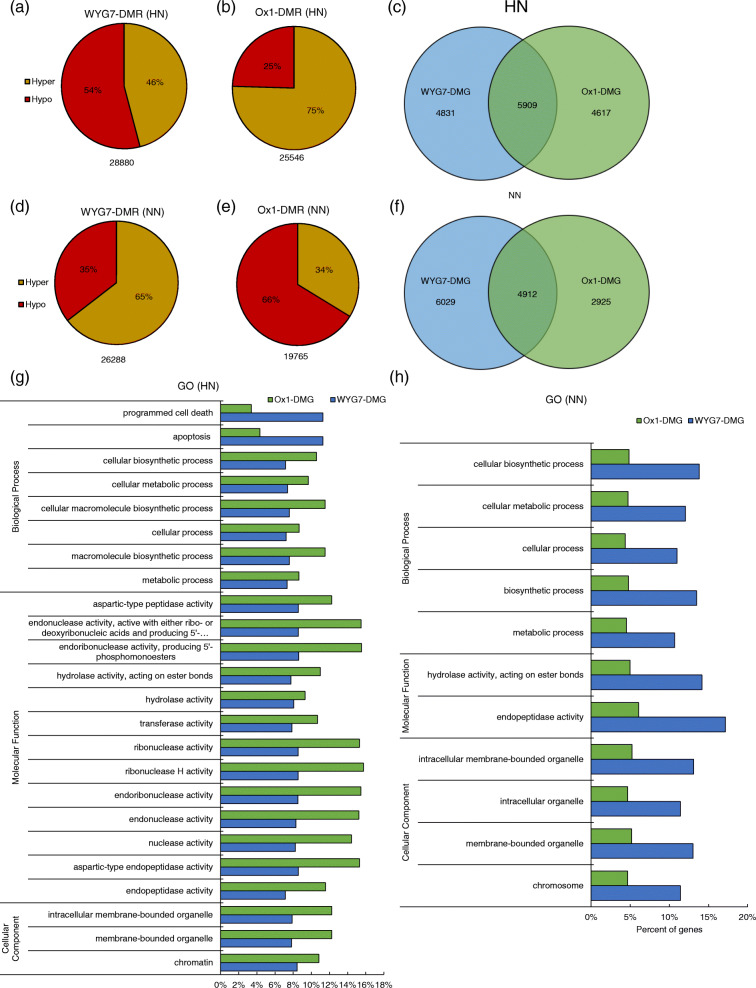
Parent seed N content decrease induced differential methylation in different N fertilizer fields. **a** Breakdown of hyper and hypo of WYG7-DMR in HN field. **b** Breakdown of hyper and hypo of Ox1-DMR in HN field. **c** Venn diagram of unique and shared DMGs between WYG7-DMG and Ox1-DMG in HN field. **d** Breakdown of hyper and hypo of WYG7-DMR in NN field. **e** Breakdown of hyper and hypo of Ox1-DMR in NN field. **f** Venn diagram of unique and shared DMGs in WYG7 and Ox1 in NN field. **g** GO cluster analysis of unique DMGs betweenWYG7-DMG and Ox1-DMG in HN field. **h** GO cluster analysis of unique DMGs in WYG7 and Ox1 in NN field. DMR: Differentially methylated region. DMG: Differentially methylated gene. WYG7-DMR: DMR between WYG7-LN and WYG7-HN; Ox1-DMR: DMR between Ox1-LN and Ox1-HN. ↑ indicate hyper-DMR; ↓ indicate hypo-DMR. WYG7-DMG: DMG between WYG7-LN and WYG7-HN; Ox1-DMG: DMG between Ox1-LN and Ox1-HN

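The gene tables list 1 interval and 1 MSU locus identifier for each DMG. The shortest interval in the HN field tables was 1154 bp, since the 1 kb promoter is included. The tables give no strand, so gene body and promoter were not separated here. Every listed gene overlapped a DMR of its comparison by at least 52 bp, and genes listed in another table whose largest overlap was 51 bp or less were not listed. Over the 19182 genes listed in any of the tables, this left out 97 genes for WYG7 and 102 for Ox1 in the HN field, and 86 and 114 in the NN field.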

Based on the annotation results of the DMRs on the genome, genes with DMRs in gene or promoter regions were defined as differentially methylated genes (DMGs). Both WYG7 and Ox1 lines had over 10,000 DMGs in the HN condition. 

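In the HN field, the authors' deposited table held 10740 DMGs for WYG7 and 10526 for Ox1. In WYG7, the longest hyper-DMR in a DMG was on chromosome 9 of IRGSP-1.0 from 13082909 to 13088578 and overlapped LOC_Os09g21610, in a window dense in DMRs. The longest hypo-DMR in a DMG was on chromosome 11 from 18758083 to 18762974 and overlapped LOC_Os11g31910. In Ox1, the longest hyper-DMR in a DMG was on chromosome 6 from 14050092 to 14052520 at LOC_Os06g24050, and the longest hypo-DMR was on chromosome 5 from 21448205 to 21449956 at LOC_Os05g36180. These genes were taken by the length of their DMR because the tables give no size of the difference.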

In the NN treatment, there were over 10,000 DMGs in WYG7, but only around 8000 DMGs in Ox1 (Fig. 7c, f). 

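The authors' deposited table held 10941 DMGs for WYG7 and 7837 for Ox1 in the NN field. WYG7 thus had more DMGs than in the HN field and fewer DMRs. Whether the number of DMRs stayed lower without the dense windows depends on their limit. These windows were chosen by the count of WYG7 in the HN field. Without them, at 3 times the median, WYG7 had 25268 DMRs in the HN field and 25547 in the NN field, and 9853 and 10632 DMGs. At 2.5 times, the numbers of DMRs were 24377 and 25084. At 4 times they were 26310 and 25914, so the NN field still had fewer. In WYG7, the longest hyper-DMR in a DMG was on chromosome 11 of IRGSP-1.0 from 17502791 to 17504644 at LOC_Os11g30090, and the longest hypo-DMR was on chromosome 9 from 6420321 to 6422800 at LOC_Os09g11500. In Ox1 they were on chromosome 7 from 13233685 to 13235048 at LOC_Os07g23440 and on chromosome 4 from 21479975 to 21482232 at LOC_Os04g35320.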

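In the HN field, the identifiers common to the WYG7 and Ox1 gene tables numbered 5909, and 4831 were listed for WYG7 alone and 4617 for Ox1 alone. When a DMR of the same direction was required in both lines, 3920 genes were common.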

The Venn results of DMGs showed that, in the HN condition, there were 5909 mutual DMGs between WYG7 and Ox1 more than 4831 unique DMGs in WYG7 and 4617 unique DMGs in Ox1. However, in the NN condition, there were 4912 mutual DMGs between WYG7 and Ox1 more than 2925 unique DMGs in Ox1, but less than 6029 unique DMGs in WYG7. 

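The identifiers common to both gene tables of the NN field numbered 4912, and 6029 were listed for WYG7 alone and 2925 for Ox1 alone. When only genes with a DMR of at least 200 bp were kept, 3022 were common.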

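The mutual genes made up 55.0% of the WYG7-DMGs and 56.1% of the Ox1-DMGs in the HN field. Among 10000 random gene lists of the same sizes, matched on interval length decile and drawn from the genes of the 4 tables, the mean number of mutual genes was 5942 (from 5807 to 6076), and the observed number was at percentile 16.0. This background holds only genes listed at least once and so raises the expected number. After 100 random placements of the Ox1-DMRs, a mean of 2793 WYG7-DMGs were hit, and the observed number was 2.12 times that mean. The random placements were added after the data were seen. They ignore whether a DMR could be called at a place, which tends to lower the expected number.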

In conclusion, LPSN caused over 10,000 DMGs in both WYG7 and Ox1 lines, and the majority of the DMGs were mutual in the HN field. However, in NN condition, LPSN caused over 10,000 DMGs in WYG7 and only around 8000 DMGs in Ox1. 

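Of the DMGs in the NN field, 55.1% in WYG7 and 37.3% in Ox1 were listed for 1 line only. The number of mutual genes was above all 10000 matched random lists (mean 4529, from 4407 to 4655).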

The majority of the DMGs in WYG7 were specific, but only a minority of the DMGs in Ox1 were specific. We hypothesized that in the NN condition, LPSN influence on gene methylation status in WYG7 was stronger than in Ox1.

Furthermore, we analyzed field N deficiency induced DMRs and DMGs of WYG7-HN and Ox1-HN lines (Fig. S6), without the interference of endogenous N deficiency. We found that the field N deficiency influence on WYG7 and Ox1 were also opposite. More than half (83%) of DMR in WYG7-HN causing by field N deficiency is hypo, and only 17% hyper-DMRs. In Ox1-HN lines, 91% hyper-DMRs and 9% hypo-DMRs induce by field N deficiency (Fig. 6a, b). The results were similar with LPSN influence on WYG7 and Ox1 in HN condition. Field N deficiency and seed N deficiency both induce more hypo-DMRs in WYG7 and more hyper-DMRs in Ox1 line. The Venn results of DMGs showed that, there were 7800 mutual DMGs between WYG7-HN and Ox1-HN induce by field N deficiency and 3813 unique DMGs in WYG7 and 5214 unique DMGs in Ox1 (Fig. S6c). The majority of the DMGs were mutual in WYG7-HN and Ox1-HN, also similar with LPSN induced DMGs between WYG7-DMG and Ox1-DMG in HN condition (Fig. 7c).

### Global DNA methylation patterns of genes were altered by parent seed N content and sensitive to field N content

In the HN condition, there were 4831 unique DMGs in the WYG7 line and 4617 unique DMGs in the Ox1 line. 

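In the HN field, genes listed for 1 line only had fewer DMRs than mutual genes. The mean was 1.39 DMRs per gene in unique WYG7-DMGs and 2.06 in mutual DMGs counted with the WYG7 list. It was 1.25 in unique Ox1-DMGs and 1.93 in mutual DMGs counted with the Ox1 list. The median gene interval was 3292 bp in unique WYG7-DMGs, 3588 bp in unique Ox1-DMGs and 4236 bp in mutual DMGs. A longer gene, or one with more DMRs, is more likely to be listed in both lines. The sets were not matched on length, so these differences can follow from their definition.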

In the NN condition, there were 6029 unique DMGs in WYG7 and 2925 unique DMGs in Ox1 (Fig. 7c, f). 

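Among DMGs of the NN field, 20.4% of the unique WYG7-DMGs and 14.5% of the unique Ox1-DMGs had 2 or more DMRs, against 48.6% and 40.7% of the mutual DMGs counted with the WYG7 and the Ox1 list. The median gene interval was 3585 bp in unique WYG7-DMGs, 3394 bp in unique Ox1-DMGs and 4262.5 bp in mutual DMGs. These sets were not matched on length either.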

We cluster analyzed the gene ontology enrichment (GO) of the unique DMGs (Fig. 7g, h). Based on their specific processes, these genes were divided into three major groups including biological process, cellular components, and molecular function. Twenty-two pathways were significantly enriched by unique Ox1-DMG, rather than WYG7-DMG, including six pathways in the biological process, thirteen pathways in molecular functions and three pathways in the cell component, containing cellular biosynthetic process, aspartic-type peptidase activity and intracellular, etc. Only two pathways were detected including programmed cell death and apoptosis, in which unique WYG7-DMGs were significantly enriched and Ox1-DMGs were not (Fig. 7g). Under NN conditions, there were 11 pathways where WYG7-DMG was significantly enriched, but Ox1 was not, including five pathways in the biological processes, two pathways in the molecular functions and four pathways in the cell component containing cell biosynthetic process, hydrolase activity and membrane-bounded organelle, etc. (Fig. 7h). But the pathway that unique Ox1-DMG significantly enriched were all enriched by unique WYG7-DMG. (Fig. 7g, h).

We choose some genes from DMG results and used Integrative Genomics Viewer (IGV) visualized their methylation states (Fig. S7 and S8). 

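The genes shown in Fig. S7 and Fig. S8 are 12 names at 11 loci, since OsWAKY46 and OsWAKY59 are both given as LOC_Os11g02480 in Table S7. All of these loci were in at least 1 of the authors' gene tables. By name, 4 were listed for WYG7 and 9 for Ox1 in the HN field, and 8 for WYG7 and 1 for Ox1 in the NN field. OsMADS37 (LOC_Os08g41960) had a hyper-DMR on chromosome 8 from 26525220 to 26525363 in Ox1 in the HN field. OsWAKY54 (LOC_Os05g40080) had a hyper-DMR on chromosome 5 from 23551789 to 23551903 in Ox1 in the HN field and a hypo-DMR from 23551840 to 23552019 in WYG7 in the NN field. OsPHYB (LOC_Os03g19590) had a hyper-DMR in Ox1 in both fields, on chromosome 3 from 11026351 to 11026626 in the HN field and from 11026502 to 11026627 in the NN field. OsAGO1a (LOC_Os02g45070) had a hyper-DMR on chromosome 2 from 27336353 to 27336800 in WYG7 in the NN field. Coordinates are those of IRGSP-1.0.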

The genes we chosen include MADS family genes that modulates nitrate translocation in rice [31]; WAKY family genes that influence rice phosphorus accumulation [32]; amino acid transporters ATL family genes [33]; PHYB family genes that responds to starvation [34]; ammonium transporter AMT family genes [35], and some genes relative to methylation and miRNA regulations [36, 37]. Many research showed that gene methylation is highly correlated with transcription levels [38]. Therefore, we analyzed expression of these genes by quantitative reverse transcription PCR (qRT-PCR) (Fig. S7, 8). 

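In Ox1 in the HN field, OsMADS95 (LOC_Os01g23780) had a hyper-DMR on chromosome 1 of IRGSP-1.0 from 13374306 to 13374465. OsATL15 (LOC_Os01g41420) had a hypo-DMR on chromosome 1 from 23450580 to 23450782, and OsWAKY46 (LOC_Os11g02480) had a hypo-DMR on chromosome 11 from 763524 to 763641. In WYG7 in the NN field, OsMADS59 (LOC_Os06g23950) had a hypo-DMR on chromosome 6 from 13995129 to 13995553. OsATL16 (LOC_Os01g41400) had hypo-DMRs on chromosome 1 from 23439585 to 23439770 and from 23440024 to 23440173, and OsAMT4 (LOC_Os03g53780) had a hypo-DMR on chromosome 3 from 30830484 to 30830595. OsDRM1b (LOC_Os12g01800) had a hyper-DMR on chromosome 12 from 485258 to 485937. OsMADS95, OsATL15, OsAMT4 and OsDRM1b had no other DMR. The other genes also had DMRs in the other field or line. OsATL16 had DMRs of both directions in the HN field, in WYG7 hypo from 23439740 to 23439877, hyper from 23439913 to 23440093 and hypo from 23441028 to 23441157, and in Ox1 hypo from 23439693 to 23440174 and hyper from 23441106 to 23441382. OsMADS59 had a hyper-DMR in the HN field in both lines, from 13995145 to 13995469 in WYG7 and from 13995301 to 13995558 in Ox1. OsWAKY46 had a hypo-DMR in WYG7 in the HN field from 763739 to 763963, and in WYG7 in the NN field a hyper-DMR from 763470 to 763716 and a hypo-DMR from 763918 to 764074. These directions are those of the authors' deposited table, and the lists hold no expression values.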

The results showed that in 12 genes, the expression of 7 genes were influence by methylation changes on gene body and promoter, including *OsMADS95, OsATL15, OsWAKY46* (Fig. S7b)*, OsMADS59, OsATL16, OsATM4* and *OsDRM1b* (Fig. S8b), and the expression of 7 genes all up-regulated by hypo-methylation.

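OsNAR2.1 (LOC_Os02g38230), OsNRT2.1 (LOC_Os02g02170), OsNRT2.2 (LOC_Os02g02190) and OsNRT2.3 (LOC_Os01g50820) were in none of the 4 gene tables of the authors. The tables list a gene only where a DMR past the authors' limits overlaps its body or promoter, so smaller differences in methylation were not detectable from them. Ox1 also carries added OsNAR2.1 under its own promoter. At this gene, reads of the added and the native copies may be mixed in Ox1, and the tables cannot separate them.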

We also visualized the methylation of the *OsNAR2.1* and *OsNRT* family genes in Fig. S9, which displayed no methylation difference between four lines in HN and NN conditions.

### DNA methyltransferases expression influenced by parent seed N content

The change in total mC levels and the massive differential methylation regions in response to LPSN and field N content suggested that some of the genes encoding components of the DNA methylation machinery could be differentially regulated. To test this hypothesis, we used qRT-PCR to detect the transcript levels of the DNA methyltransferase genes. We analyzed the relative expression of MTase and found that, in the HN field, the expression of *OsDRM3* and *OsCMT3* was significantly lower in Ox1-LN compared with Ox1-HN and there was no difference in *OsMET1*, *OsDRM2,* and *OsCMT2* (Fig. 8a-e), and the expression of all MTase genes showed no difference between WYG7-LN and WYG7-HN (Fig. 8a-e). However, in the NN field, the expression of *OsDRM2* and *OsCMT2* was significantly lower in WYG7-LN compared with WYG7-HN, and all MTase genes showed no difference between Ox1-LN and Ox1-HN expression (Fig. 8f-j). The results suggested that in the HN condition, LPSN of Ox1 could influence the expression of *OsDRM2* and *OsCMT2*, and in the NN condition, LPSN of WYG7 could influence the expression of *OsDRM3* and *OsCMT3*. Therefore, LPSN can affect the different types of methylation in the Ox1 line under and WYG7 under HN and NN treatments.

**Fig. 8:**
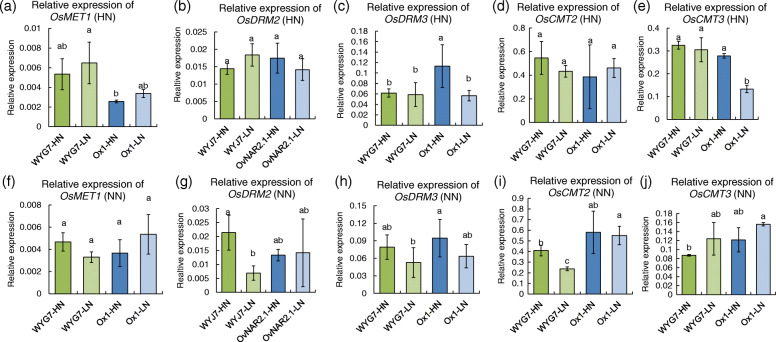
Relative expression of methyltransferases for WYG7 and Ox1 lines with different parent seed N content in different N fertilizer fields. **a-e** Relative expression of *OsMET1, OsDRM2, OsDRM3, OsCMT2* and *OsCMT3* in different lines in HN field. **f-j** Relative expression of *OsMET1, OsDRM2, OsDRM3, OsCMT2* and *OsCMT3* in different lines in NN field. Error bars: SD (n = 4 plants). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA)

### Growth difference induced by parent seed N content is not heritable

We collected seeds of WYG7-LN, WYG7-HN, Ox1-LN, and Ox1-HN from the HN and NN field in S1 generation, and planted eight lines in HN and NN field for S2 generation to analyze if the influence of LPSN on growth is inheritable. We listed characteristics of phenotype for 16 lines in S2 generation in Table S6 and the comparison of WYG7 and Ox1 with different parent seed N content in Table 1. We found that LPSN could influence Ox1 growth in the HN field in S1 generation, but the influence was not inherited to S2 generation. The plant height, grain yield, seed N concentration, seed total N content and plant total N content in Ox1-LN all decreased compared with Ox1-HN in the HN fertilizer field in S1 generation, but none of these phenotypes showed a decrease in S2 generation.

**Table 1:** Phenotype changes influenced by seed N content during two generations

Field N fertilizer			Material	Plant Height	Tiller number	Grain yield	Seed N concentration	Seed total N content	Plant total N content	Relative expression of *OsNAR2.1*
S2		S1								
S1		HN	WYG7-LN vs WYG7-HN	NS	NS	NS	NS	NS	NS	NS
		NN	WYG7-LN vs WYG7-HN	NS	NS	NS	NS	NS	NS	NS
		HN	Ox1-LN vs Ox1-HN	↓	NS	↓	↓	↓	↓	↓
		NN	Ox1-LN vs Ox1-HN	NS	NS	NS	NS	NS	NS	NS
S2	HN	HN	WYG7-LN vs WYG7-HN	NS	NS	NS	NS	NS	NS	NS
		NN	WYG7-LN vs WYG7-HN	NS	NS	NS	NS	NS	NS	NS
		HN	Ox1-LN vs Ox1-HN	NS	↑	NS	NS	NS	NS	NS
		NN	Ox1-LN vs Ox1-HN	NS	↑	NS	NS	NS	NS	NS
	NN	HN	WYG7-LN vs WYG7-HN	NS	NS	NS	NS	NS	NS	NS
		NN	WYG7-LN vs WYG7-HN	NS	NS	NS	NS	NS	NS	NS
		HN	Ox1-LN vs Ox1-HN	NS	NS	NS	NS	NS	NS	NS
		NN	Ox1-LN vs Ox1-HN	NS	NS	NS	NS	NS	NS	NS

NS means no significant difference. Arrowhead indicates upregulate and downregulate, red indicates upregulate and green indicates downregulate

## Discussion

Nitrogen deficiency is severe environmental stress which impairs crop production and prevents plants from effectively absorbing enough nitrogen for growth [4]. There are many reports where environmental nitrogen stress affects the growth of rice, including a decrease in the yield and seed setting rate [2, 5, 39]. In our research, the stress of nitrogen deficiency caused the decrease of plant height, and grain yield, seed setting rate, and seed N content of WYG7 and the high N-use efficiency line Ox1. However, for WYG7, nitrogen deficiency-induced phenotypic changes but did not affect the expression of *OsNAR2.1*. In Ox1 line, nitrogen deficiency not only affected its phenotype but also induced a decrease in the expression of *OsNAR2.1* (Fig. 1, Table S1). Furthermore, the decrease in the growth, grain yield, and *OsNAR2.1* expression was inherited in the second generation despite the restoration of high nitrogen supply conditions in the Ox1 line, rather than WYG7. This decrease, however, did not persist in the third generation.

To confirm that the LPSN could influence the growth of *OsNAR2.1* overexpression line, we also grown overexpression *OsNAR2.1* line (Ov199) and *OsNAR2.1* RNAi knock-down line (RNAi) of Nippobare background with wild type (NP) [25, 26] with difference seed N content in four different N content field. The results showed that the plant height, grain yield, total N content of seeds and total N content of plant significantly decrease 22.3, 33, 50 and 38%, respectively, in Ov199-LN compared with Ov199-HN in HN field (Fig. S10 and S11), which is similar with Wuyungeng7 background. And the expression of *OsNAR2.1* only half in Ov199-LN compared with Ov199-HN (Fig. S12). But the plant height, grain yield, total N content of seeds, total N content and the expression of *OsNAR2.1* in NP not influenced by parent seed N content, also similar in Wuyungeng7. Same results in RNAi line (Fig. S10–12). The results suggested that LPSN could induce the decrease of the expression of *OsNAR2.1* and reduce the growth of *OsNAR2.1* overexpression lines in both Wuyungeng7 and Nippobare backgrounds.

Since there have been reports suggesting that the reduced nitrogen content in seeds is endogenous nitrogen stress for plants, which also could affect plant growth [9], we considered that field N deficiency would decrease the seed N content in the Ox1 line and influence the growth in the S2 generation. It has been previously reported that higher seed nutrition was associated with increased seedling growth [9, 40], but not in all plants [9–11, 41]. The difference in seed nitrogen content does not influence the seedling growth in wheat [41], but influences soybean seedling fertility [9], could improve the salinity tolerance in wheat seedlings, and enhances seed vigor and accelerates germination time in rice [10, 11]. We generated seeds with significant different N content of WYG7 and Ox1 in water with and without nitrogen to analyze the growth of seedling response to different N fertilizer in the water. Our results showed that in both N deficiency and N fertilizer situations, LPSN retarded the seedling growth on the Ox1 line but had no influence on WYG7 (Figs. 2 and 3). The relative expression of *OsNAR2.1* was significantly lower in LPSN Ox1 seedlings in N fertilizer condition, but not in N deficiency condition (Fig. 3i, j), with no differences between WYG7-LN and WYG7-HN seedlings in both conditions (Fig. 3i-l). We concluded that at the seedling stage, LPSN Ox1 line retarded seedling growth and decreased expression of *OsNAR2.1* in water with external N, but not in WYG7.

Some previous studies suggest that early growth guarantees higher biomass and grain yield under optimal management conditions [42, 43], while others report that early vigorous growth does not ensure a higher yield at maturity [44]. Mayamulla et al. (2017) reported that dry weight of rice in low-fertility field conditions correlated well with seed phosphorus content but less with seed N concentration [44]. In our study, HPSN led to better seedling growth and resulted in higher grain yield and N content in Ox1 under the N fertilizer condition. However, in the N fertilizer deficiency or not optimal management conditions, the growth and yield of mature Ox1 line showed no correlation with early seedling growth.

In our results, LPSN could lead to a decrease in the expression of *OsNAR2.1.* The OsNRT2 family proteins OsNRT2.1, OsNRT2.2, and OsNRT2.3a require the participation of OsNAR2.1 when participating in the absorption of nitrate [26, 29]. Expression of the NRTs is regulated by nitrate, N metabolites, N starvation, circadian rhythm, sucrose, and pH [1]. Higher expression of the NRT2 family results in higher yield in rice [26, 27, 45]. Chen et al. (2017) demonstrated that compared with the wild type, the expression of *OsNRT2.1*, *OsNRT2.2,* and *OsNRT2.3a* genes of the pOsNAR2.1:OsNAR2.1 transgenic line increased by about 73, 68, and 76% in 1.25 mM NH_4_NO_3_. We found that in both +N condition in seedling and HN condition in the field, LPSN induced lower expression of *OsNRT2.1* and *OsNRT2.3a* in Ox1, compared with HPSN (Fig. 5). But by visualization the methylation status of *OsNAR2.1* and *OsNRT*s, we found there is no methylation change induce by LPSN, which indicated the expression changes wasn’t regulated by gene methylation (Fig. S9).

We concluded that LPSN in high N efficiency line Ox1 could lead to reduced seedling growth and resulted in decreased *OsNAR2.1*, *OsNRT2.1,* and *OsNRT2.3*a expression in the field with sufficient nitrogen, further decreasing the grain yield of high N efficiency lines Ox1.

Since the genome does not change in plants during a single generation, we hypothesized that epigenetic changes in a generation influence the phenotype of Ox1 line. Cytosine methylation is responsive to various biotic and abiotic stresses and may produce changes in gene expression and resulting phenotypes [14, 46]. Villalobos et al. (2015) reported that an extensive remodeling of global DNA methylation occurs in *Arabidopsis* plants exposed to low Pi availability, related to changes in gene expression [23]. Kou et al. (2011) reported that N deficiency induces changes in DNA methylation and that 50% of the altered methylation patterns in somatic cells of the first generation of stressed plants were recaptured in the second generation, and were then stably inherited to the third and four generations, providing enhanced tolerance to stress for the offspring [19]. Kou et al. (2011) research focuses on the offspring locus-specific methylation alteration response to environmental N stress in seedling, but our research was more focused on the methylation changes in response to parent seed N deficiency in Ox1 and wild type plants in the field. In our research, we found in HN condition, LPSN caused global methylation level increase in WYG7, and in mCG, mCHG, and mCHH levels (Fig. 6a and Fig. S5a-c). The methylation level change of mCG, mCHG and mCHH was not consistent with mC change in Ox1. Furthermore, we found that the mC level of WYG7-HN and Ox1-HN was similar (17.67 and 17.7%) (Fig. 6a). Previous research shows that in the seedling stage, the relative mC count of WYG7 is significantly higher than of Ox1 [25]. However, in the N deficiency condition, the global methylation level of Ox1 (−HN and -LN) were both higher than WYG7 (−HN and -LN), suggesting that the N deficiency could induce methylation level increase in Ox1 lines. Furthermore, we analyzed the gene element methylation level in WYG7 and Ox1 lines. Previously published results show that DNA methylation at promoters and transposable element (TEs) generally correlates with transcriptional repression [47], the exons tend to be more highly methylated than introns, and the end of the gene shows a similar drop in methylation to the promoter region [48]. Similar to our results, all WYG7 and Ox1 lines had a decrease from promoter to gene and the intron. Previous studies in plants suggested that DNA methylation is found in the CG context of active genes [49]. In our results, the methylation in active genes mostly focused on CG. The CG methylation level was higher in WYG7 lines inactive gene and 5’UTR regions than in Ox1 in N deficiency condition. There are also reports showing the enrichment of DMRs in the intron and intergenic regions, and promoters with conserved and functional regulation of transcription [50, 51]. We found the total methylation level was higher in Ox1 lines in promoter and intergenic regions (Fig. 6e, f) in N deficiency condition. However, in the N fertilizer treatment, the methylation level in different regions showed no difference between four samples (Fig. 6b, c). We hypothesize that in Ox1 line, the influence of field N deficiency is stronger than parent seed N content influence on total methylation level of plants, and DNA methylation in non-coding regions may play a crucial role on responsive gene regulation under N starvation conditions. Furthermore, N deficiency influence on methylation of WYG7 focused on CG context in gene body and 5’UTR region, may causing strong methylation influence on the active genes. Promoters proximal to transcription start sites (TSS) are frequently considered sufficient for the initiation and elongation of transcription, but the level of promoter-driven expression is generally low, and high level of gene expression requires the participation of enhancers [38, 52]. Therefore, we analyzed the methylation level of enhancer [53] and the results show that the LPSN influence on enhancer is stronger in Ox1 under NN condition (Fig. S5 d, f).

The DMRs and DMGs between lines with different seed N content were identified. Villalobos et al. (2015) reported that P deficiency could induce 20% hyper-DMRs in the shoot and 86% hyper-DMRs in the root, and gene ontology enrichment analysis presenting differential methylation in response to low phosphorus was strongly enriched in signaling components [23]. In our research, the DMRs were identified between LPSN and HPSN lines. We found that in the N fertilizer condition, LPSN induced more hypo-DMR in WYG7 and more hyper-DMRs in Ox1. In N deficiency treatment, LPSN induced more hyper-DMR in WYG7 and more hypo-DMRs in Ox1, which suggested that the DNA methylation in response to LPSN was sensitive to external N content. Moreover, in WYG7, LPSN induced more DMGs in the N deficiency field, but in Ox1, induced more DMGs in the N fertilizer field (Fig. 7). The results suggest that, in the N deficiency field, DNA methylation was more sensitive to LPSN in wild type, but in the N fertilizer field, DNA methylation was more sensitive to LPSN in Ox1 line.

To further investigate the methylation influence on the gene patterns, we cluster-analyzed the unique DMGs influence in different N fields and found the number of unique methylation genes in WYG7 and Ox1 in HN condition was similar (4831 and 4617) (Fig. 7c). However, there were 22 clusters significantly enriched by unique Ox1-DMG only and two clusters significantly enriched by unique WYG7-DMG only. However, in NN treatment, LPSN induced more DMGs in WYG7 than in Ox1 and there were 11 clusters significantly enriched by unique WYG7-DMG only (Fig. 7g, h). It is well known that gene methylation is highly correlated with transcription levels [31]. We chose 12 genes that relative to nutrition regulation in rice with DMGs in different lines under HN and NN conditions, the expression of 7 genes upregulated by hypo-methylation (Fig. S7, S8). Zilberman et al. (2007) [52] reported that transcripts from genes normally methylated within the transcribed region are upregulated by loss of methylation, and similar pattern showed in our results.

Since methylation changes in response to LPSN and nitrogen external supply, we proposed that the DNA MTase could be differentially regulated. Greco et al. (2019) reported that cadmium and copper both could induce the upregulation of the DNA methyltransferases *CMT3* and *DRM2* in seagrass [54]. Villalobos et al. (2015) reported that the transcript level of DNA MTases (*MET1*, *DRM1*, *DRM2,* and *CMT3*) is regulated by low phosphorus stress [23]. We found that, compared with HPSN, the expression of *OsDRM2* and *OsCMT2* was significantly reduced in the LPSN Ox1 line. In the N deficiency field, the expression of *OsDRM3* and *OsCMT3* was significantly reduced in the LPSN WYG7 line. DRM2 is responsible for de novo methylation at all sites [55, 56] and CMT2 has a clear-cut preference for asymmetric CHH sites [57]. DRM3 is likely to target- or chromatin context-dependent, and most likely functions exclusively with DRM2 in RNA-directed DNA methylation [58]. CMT3 is plant-specific DNA methyltransferase maintenance methylation of symmetric CHG sites and participates in CHH site methylation [55, 59, 60]. Our results suggest one of the reasons of methylation changes in Ox1 and WYG7 were regulated by MTase. In addition, small RNAs, including microRNAs (miRNAs) and small interfering RNAs (siRNAs), provide RNA-mediated regulation of genome stability and influence gene expression [38, 61]. DNA methylation also can be induced by double-stranded RNA through the RNA interference (RNAi) pathway [61]. It is possible that DNA methylation changes induce by LPSN was associated with RNA-directed methylation during post transcriptional gene silencing (PTGS) [62, 63].

Epigenetic regulation is mediated by differences in DNA methylation at cytosine residues and by post-translational histone modifications [63], and histone modification also correlated with gene activity [64]. Report showed that repression of NRT2.1 transcription by high N supply is associated with an HNI9/AtIWS1-dependent increase in histone H3 lysine 27 trimethylation at the NRT2.1 locus [16]. OsNAR2.1 as pattern protein with OsNRT2.1 could also influenced by histone modification. Therefore, the methylation change is one of the reasons that LPSN induce growth difference in Ox1. Other epigenetic regulation, like histone modification, could also be a part of the process.

Previous studies report the inheritance of environmentally induced epigenetic variations [65], which can cause heritable phenotypic modifications [66]. Kou et al. (2010) reported that N-deficiency could induce locus-specific alteration in cytosine methylation patterns in rice (S0) and the altered methylation patterns are detected at frequencies ranging from 47 to 59% in the filial rice (S1) [19]. They found that two groups of S2 plants descended from the same N-deficiency-stressed S0-derived S1 individual. One inherited the stress-modified methylation patterns and phenotypes acquired at S0. In order to determine if the phenotype changes caused by LPSN were heritable in our research, we planted eight lines of WYG7-LN, WYG7-HN, Ox1-LN, and Ox1-HN from HN and NN fields for another year, and found the phenotype changes induced by LPSN in Ox1 were non-heritable. Therefore, we conclude that not all the methylation changes induced by LPSN were heritable and the heritable changes were not strong enough to influence the phenotypes.

We hypothesize that in the N deficiency field, LPSN caused a significant number of gene methylation changes, but the expression of *OsNAR2.1* in both WYG7 and Ox1 lines could not be influenced. Therefore, the phenotype of both wild type and high N-use efficiency Ox1 lines was strongly influenced by the external N deficiency, overcoming the influence of parent seed N content. In the HN field, the parent seed nitrogen content decreases induced DNA methylation changes at the epigenetic level and significantly decreased the expression of *OsNAR2.1*, resulting in a heritable phenotype of N deficiency over two generations in the Ox1 line.

## Conclusion

In our study, we found that the parent seed N content decrease in Ox1 could retard filial seedling growth. Furthermore, induce a decrease in filial seed N content, plant N content, and grain yield in mature with high external N supply. However, the growth of WYG7 in both seedling and mature are not influenced by LPSN. To determine the mechanism underlying the phenotype, we sequenced the methylation data of Ox1 and WYG7 lines with different parent seed N content in different external N. The results demonstrated that LPSN caused massive gene methylation changes and differential methylation gene enriched in over 20 GO pathways in filial Ox1. Furthermore, the expression of *OsNAR2.1* in LPSN filial Ox1 was significantly reduced compared to HPSN filial plants in high external N, but the expression of *OsNAR2.1* in LPSN filial wild type did not change in high or no external N. Therefore, we concluded that the parent seed nitrogen content decreases induced DNA methylation changes at the epigenetic level and significantly decreased the expression of *OsNAR2.1*, resulting in a heritable phenotype of N deficiency over two generations in the overexpression line. Our results maybe point out an innovative view in plant growth responds to endogenous nitrogen stress and indicate a new direction in breeding of high nutrient efficiency plants.

## Materials and methods

### Plant materials and growth conditions

*OsNAR2.1* overexpression line (Ox1) with background of *Oryza sativa* L. ssp. *japonica* cv. Wuyugeng7 (WYG7) has been described in Chen et al. (2017) [27]. *OsNAR2.1* overexpression line (Ov199) and RNAi line (RNAi) with background *Oryza sativa* L. ssp. *japonica* cv. Nippobare (NP) has been described in Yan et al. (2011) [26] and Fan et al., (2020) [25]. For plants growing in the field, all materials were grown in plots in the Agricultural Experiment Station of Zhejiang University, Changxing, Zhejiang. Changxing is located in a subtropical monsoon climate zone. The pH of the soil is 7.2. Potassium and phosphate were added at standard levels in the fields (225 and 450 kg/ha). Plants were planted in the field fertilized at a rate of 300 kg N/ha as HN field, 150 N/ha as MN field, 75 N/ha as LN field, and no N fertilizer as NN field. Plots size was 2 × 2.5 m and the seedlings were planted in 10 × 10 arrays [67, 68]. We randomly chose five seedlings from each plot, avoiding those on the edges.

For plants grown in seedling with hydroponics, all seeds collected from T5 were surface-sterilized with 10% (*v*/*v*) hydrogen peroxide solution for 30 min, thoroughly rinsed, and washed six times with deionized water. Seeds of uniform size were germinated on the top cover of a 1 L pot with 40 holes per top cover and one seed per hole. Plants were grown in the greenhouse under natural light at day/night temperatures of 30 °C/22 °C and 60% relative humidity. The containers were filled with water with with 2.5 mM of NH_4_NO_3_ or pure water. Ten-day-old seedlings were transplanted into holes on the top cover of a 7 L pot.

### Biomass and total nitrogen (N) measurement

We harvested WYG7 and Ox1 lines from the field and heated them at 105 °C for 30 min, and then dried at 75 °C for 3 days. The N concentration and total N content were measured using the Kjeldahl method [30].

For plants to grow with hydroponics, the length of the shoot was tested every 3 days. We harvested WYG7 and Ox1 after 30 days and heated at 105 °C for 30 min. The biomass was estimated as the total dry weight of shoot or root weights.

### Gene expression analysis

Total RNA was extracted from flag leaf tissue using TRIzol reagent (Vazyme Biotech Co, Ltd.). DNase I-treated total RNAs were subjected to reverse transcription (RT) with HiScript II Q Select RT SuperMix for qPCR kit (Vazyme Biotech Co, Ltd.) according to the manufacturer’s instructions. Quantitative assays were performed using AceQTM qPCR SYBR Green Master Mix (Vazyme Biotech Co, Ltd.). The relative expression level was normalized to the amount of *OsActin* (*LOC_Os03g50885*) in the same sample and presented as 2-△CT. All primers used for RT-qPCR are listed in Supplementary Table S7.

### WGBS and data analyses

Genomic DNA was extracted from leaves of mature plants and shipped to the Anoroad Genome Company (Beijing) for Whole Genome Bisulfite Sequencing (WGBS) library preparation and sequencing.

The raw reads were filtered and trimmed to obtain clean reads and the available data were compared with the reference genome of Oryza_sativa Japonica IRGSP-1.0 to obtain the alignment results using Bismark (v0.9.0) [69]. For each C site, the methylation level (%) was calculated with the following formula: 100* (reads supported methylation)/(total reads depth of this site). For the methylated regions, methylation level (%) was calculated by the 100* (methylation level of all C sites in this region)/(total number of C sites in this region).

The differential analysis of methylation was performed at the region-based level, differentially methylated regions (DMRs) [25]. Aberrant DNA methylation was compared with the control group. An increased methylation pattern was defined as hyper-methylation, whereas a decreased methylation pattern was defined as hypo-methylation. DMR detection was performed using SMART (http://fame.edbc.org/smart /readme.html) with: (1) the read coverage of each C > 4; (2) The total number of C in each DMR > = 5; (3) The length of DMR > = 100 bp; (4) The difference of methylation level between groups was greater than or equal to 0.3; (5) The CPG site with *p*-value less than 1e-10 was reserved as the final DMR. Based on the results of DMR genome annotation, genes with overlapping promoter (1Kb upstream) and gene body region consider as differential methylation gene (DMG).

GO analysis was performed using AgriGO (http://systemsbiology.cau.edu.cn/agriGOv2/index.php).

### Statistical analysis

The data were analyzed by Duncan one-way analysis of variance (ANOVA). Statistically significant differences at *P* < 0.05 between samples were indicated by different letters on the histograms or after mean values. All statistical evaluations were conducted using the IBM SPSS Statistics version 23 software (SPSS Inc., Chicago, IL, USA).

## Supplementary Information

**Additional file 1 Table S1** Comparison of agronomic traits of WYG7 and Ox1 in +N and -N fields in S0 generation.. **Table S2** Comparison of agronomic traits of WYG7 and Ox1 in S1 and S2 generation.. **Table S3** Agronomic traits of WYG7 and Ox1 lines with different parent seed N content in the different N field. **Table S4** Agronomic traits of WYG7 and Ox1 lines with different parent seed N content in the different N field in S2. **Table S5** Samples sequencing data in this study. **Table S6** Characteristics of phenotype for Ox1 and WYG7 with different seed N content for two-year different N fertilizer. **Table S7** Primers for qRT-PCR. **Fig. S1** Parent seed nitrogen content decrease influence on the expression of *OsNRT*s genes. **Fig. S2** The decrease in the parent seed nitrogen content influence on phenotype. **Fig. S3** Plant height and grain yield induce by N deficiency in S0 and S1 generation.. **Fig. S4** The decrease in the parent seed nitrogen content influence on chorophyII content and seed N concentration. **Fig. S5** Methylation level of Ox1 and WYG7 lines. **Fig. S6** Differential methylation induces by field N deficiency in WYG7-HN and Ox1-HN. **Fig. S7** Methylation status and gene expression of relative genes in HN field. **Fig. S8** Methylation status and gene expression of relative genes in NN field. **Fig. S9** Methylation status of OsNRT family genes in different N field. **Fig. S10** The decrease in parent seed nitrogen content of Ov199 leads to plant height and grain yield per plant decrease. **Fig. S11** The decrease in parent seed nitrogen content of Ov199 leads to total N content of seeds and plant decrease. **Fig. S12** The decrease in parent seed nitrogen content of Ov199 leads to relative expression of *OsNAR2.1* decrease. The decrease in parent seed nitrogen content of Ov199 leads to relative expression of *OsNAR2.1* decrease. (A-D) Relative expression of *OsNAR2.1 *of different lines in the field with HN, MN, LN and NN fertilizer. Error bars: SD (*n* = 4). Significant differences between different lines are indicated by different letters (*P* < 0.05, one-way ANOVA, Duncan).

## Data Availability

The Whole Genome Bisulfite Sequencing (WGBS) datasets (in Materials and Methods: WGBS and Data Analyses) generated during the current study are available in the NCBI GEO repository with accession number GSE160884 (https://www.ncbi. nlm.nih.gov/geo/query/acc.cgiacc=GSE160884).

# Supplementary material for: Plant DNA methylation is sensitive to parent seed N content and influences the growth of rice
**Source:** BMC Plant Biol. 2021 May 11;21:211. doi: 10.1186/s12870-021-02953-3
**Supplement:** Supplementary file 1 — Additional file 1 Table S1 Comparison of agronomic traits of WYG7 and Ox1 in +N and -N fields in S0 generation.. Table S2 Comparison of agronomic traits of WYG7 and Ox1 in S1 and S2 generation.. Table S3 Agronomic traits of WYG7 and Ox1 lines with different parent seed N content in the different N field. Table S4 Agronomic traits of WYG7 and Ox1 lines with different parent seed N content in the different N field in S2. Table S5 Samples sequencing data in this study. Table S6 Characteristics of phenotype for Ox1 and WYG7 with different seed N content for two-year different N fertilizer. Table S7 Primers for qRT-PCR. Fig. S1 Parent seed nitrogen content decrease influence on the expression of OsNRTs genes. Fig. S2 The decrease in the parent seed nitrogen content influence on phenotype. Fig. S3 Plant height and grain yield induce by N deficiency in S0 and S1 generation.. Fig. S4 The decrease in the parent seed nitrogen content influence on chorophyII content and seed N concentration. Fig. S5 Methylation level of Ox1 and WYG7 lines. Fig. S6 Differential methylation induces by field N deficiency in WYG7-HN and Ox1-HN. Fig. S7 Methylation status and gene expression of relative genes in HN field. Fig. S8 Methylation status and gene expression of relative genes in NN field. Fig. S9 Methylation status of OsNRT family genes in different N field. Fig. S10 The decrease in parent seed nitrogen content of Ov199 leads to plant height and grain yield per plant decrease. Fig. S11 The decrease in parent seed nitrogen content of Ov199 leads to total N content of seeds and plant decrease. Fig. S12 The decrease in parent seed nitrogen content of Ov199 leads to relative expression of OsNAR2.1 decrease. The decrease in parent seed nitrogen content of Ov199 leads to relative expression of OsNAR2.1 decrease. (A-D) Relative expression of OsNAR2.1 of different lines in the field with HN, MN, LN and NN fertilizer. Error bars: SD (n = 4). Significant differences between different lines are indi

# **Plant DNA methylation is sensitive to parent seed N content and influences the growth of rice**

Xiaoru Fan<sup>1</sup>, Laihua Liu<sup>4</sup>, Kaiyun Qian<sup>1</sup>, Jingguang Chen<sup>1,2</sup>, Yuyue Zhang<sup>1</sup>, Peng Xie<sup>1</sup>, Man Xu<sup>1</sup>, Zhi Hu<sup>1</sup>, WenKai Yan<sup>3</sup>, Yufeng Wu<sup>3</sup>, Guohua Xu<sup>1</sup> and Xiaorong Fan<sup>1\*</sup>

Supporting information: 12 figures and 7 tables

## Supporting Information

**Table S1 Agronomic traits of WYG7 and Ox1 in +N and -N fields in S0 generation.**

|      | N treatment | Panicle length(cm) | Grain weight (g/panicle) | Seed setting rate (%) | Grain number per panicle | 1000-grain weight(g) | Length of seeds | Wide of seeds |
|------|-------------|--------------------|--------------------------|-----------------------|--------------------------|----------------------|-----------------|---------------|
| WYG7 | S0+N        | 17.70±1.12a        | 3.17±0.41a               | 0.95±0.03a            | 129.80±16.87ab           | 25.83±1.58a          | 7.61±0.11a      | 3.34±0.12ab   |
|      | S0-N        | 13.98±0.79b        | 2.76±0.16ab              | 0.88±0.03b            | 114.20±12.60b            | 27.77±0.63a          | 7.51±0.23a      | 3.40±0.10a    |
| Ox1  | S0+N        | 17.52±0.65a        | 2.88±0.27ab              | 0.95±0.04a            | 121.20±7.26a             | 25.89±2.10a          | 7.56±0.14a      | 3.30±0.08b    |
|      | S0-N        | 15.04±1.38b        | 2.47±0.21b               | 0.78±0.05c            | 105.80±12.99ab           | 26.96±1.13a          | 7.56±0.23a      | 3.30±0.14b    |

Note: Error bars: SD (n = 10 plants). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA).

**Table S2 Agronomic traits of WYG7 and Ox1 in S1 and S2 generation.**

|    |      |           |  | S1 N<br>treatment | S0 N<br>treatment | Panicle length<br>(cm) | Grain weight<br>(g/panicle) | Seed setting<br>rate (%) | Grain number<br>per panicle | 1000-grain<br>weight (g) |
|----|------|-----------|--|-------------------|-------------------|------------------------|-----------------------------|--------------------------|-----------------------------|--------------------------|
| S1 | WYG7 | S1+N      |  | S0+N              | 17.15±0.67a       | 3.43±0.37a             | 0.73±0.04a                  | 164.25±26.78a            | 19.82±2.75a                 |                          |
|    |      |           |  | S0-N              | 16.58±0.57ab      | 3.65±0.25a             | 0.70±0.05ab                 | 177.60±16.68a            | 21.45±1.66a                 |                          |
|    | Ox1  |           |  | S0+N              | 17.10±1.43a       | 3.40±0.39a             | 0.75±0.02a                  | 152.00±22.58ab           | 21.36±1.46a                 |                          |
|    |      |           |  | S0-N              | 15.80±1.21b       | 2.46±0.36b             | 0.67±0.02b                  | 129.00±20.11b            | 22.34±2.22a                 |                          |
| S2 | WYG7 | S2+N S1+N |  | S0+N              | 17.18±0.42b       | 3.62±0.48a             | 0.95±0.01a                  | 136.00±16.29a            | 27.46±1.07a                 |                          |
|    |      |           |  | S0-N              | 16.46±1.31ab      | 2.98±0.28a             | 0.94±0.02a                  | 118.60±9.92a             | 26.42±0.82a                 |                          |
|    | Ox1  |           |  | S0+N              | 17.80±0.86a       | 3.58±0.38a             | 0.90±0.07a                  | 142.20±16.68a            | 27.67±1.46a                 |                          |
|    |      |           |  | S0-N              | 18.06±0.30a       | 3.11±0.20a             | 0.91±0.02a                  | 135.00±21.62a            | 26.86±1.30a                 |                          |

Note: Error bars: SD (n = 10 plants). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA).

**Table S3 Agronomic traits of WYG7 and Ox1 lines with different parent seed N content in the different N field**

| Field N fertilizer | Material | Panicle length (cm) | Grain weight (g/panicle) | Seed setting rate (%) | Grain number per panicle | 1000-grain weight (g) |
|--------------------|----------|---------------------|--------------------------|-----------------------|--------------------------|-----------------------|
| HN                 | WYG7-HN  | 17.15±0.67a         | 3.43±0.38a               | 0.73±0.04a            | 164.25±26.78a            | 19.82±2.75a           |
|                    | WYG7-LN  | 16.58±0.57ab        | 3.65±0.25a               | 0.70±0.05ab           | 177.60±16.68a            | 21.45±1.66a           |
|                    | Ox1-HN   | 17.10±1.43a         | 3.40±0.39a               | 0.75±0.02a            | 152.0±22.58ab            | 21.36±1.46a           |
|                    | Ox1-LN   | 15.80±1.21b         | 2.460±0.36b              | 0.67±0.02b            | 129.00±20.11b            | 22.34±2.21a           |
| MN                 | WYG7-HN  | 15.98±0.98a         | 2.93±0.48a               | 0.71±0.04a            | 155.00±24.71a            | 23.08±0.61a           |
|                    | WYG7-LN  | 17.05±0.85a         | 2.87±0.24a               | 0.67±0.06a            | 140.57±9.61a             | 22.44±2.36ab          |
|                    | Ox1-HN   | 16.58±0.91a         | 2.71±0.36a               | 0.71±0.06a            | 145.00±10.61a            | 22.63±1.02ab          |
|                    | Ox1-LN   | 16.28±0.89a         | 3.17±0.36a               | 0.72±0.06a            | 148.00±26.00a            | 20.98±0.80b           |
| LN                 | WYG7-HN  | 15.26±1.10a         | 3.07±0.47a               | 0.78±0.05a            | 150.40±27.15a            | 22.07±1.68ab          |
|                    | WYG7-LN  | 15.80±1.11a         | 3.18±0.62a               | 0.80±0.04a            | 144.80±29.78a            | 20.22±0.95b           |
|                    | Ox1-HN   | 15.56±1.45a         | 2.58±0.55a               | 0.80±0.07a            | 120.00±32.16a            | 20.62±1.38b           |
|                    | Ox1-LN   | 15.18±0.90a         | 2.68±0.32a               | 0.70±0.24a            | 159.80±92.62a            | 22.92±1.68a           |
| NN                 | WYG7-HN  | 15.30±0.49a         | 3.10±0.45a               | 0.76±0.08a            | 139.00±14.41a            | 22.51±1.01a           |
|                    | WYG7-LN  | 16.14±0.83a         | 3.22±0.92a               | 0.80±0.05a            | 148.60±14.48a            | 23.63±1.27a           |
|                    | Ox1-HN   | 15.68±0.38a         | 2.73±0.33a               | 0.80±0.05a            | 130.25±12.71a            | 21.47±2.58a           |
|                    | Ox1-LN   | 15.36±0.71a         | 2.86±0.34a               | 0.77±0.04a            | 135.00±7.75a             | 22.63±1.82a           |

Note: Error bars: SD (n = 10 plants). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA).

**Table S4 Agronomic traits of WYG7 and Ox1 lines with different parent seed N content in the different N field in S2**

| S2                 |          |                   |                  |                          |                             |                                 |                                  |                                        |
|--------------------|----------|-------------------|------------------|--------------------------|-----------------------------|---------------------------------|----------------------------------|----------------------------------------|
| Field N fertilizer | Material | Plant height (cm) | Tillering number | Grain yield per plant(g) | Seed N concentration (mg/g) | Seed total N content (mg/plant) | Plant total N content (mg/plant) | Relative expression of <i>OsNAR2.1</i> |
| HN                 | WYG7-HN  | 89.88±4.82a       | 7.29±0.76a       | 18.67±0.56b              | 10.00±1.93ab                | 201.48±44.57bc                  | 201.48±44.57bc                   | 0.49±0.2c                              |
|                    | WYG7-LN  | 88.70±2.98ab      | 7.25±0.89a       | 20.07±5.02b              | 9.91±2.29ab                 | 226.96±40.97ab                  | 226.96±40.97ab                   | 0.20±0.07c                             |
|                    | Ox1-HN   | 92.20±3.11a       | 7.00±1.31a       | 25.28±2.74a              | 12.26±2.10a                 | 273.64±18.66a                   | 273.64±18.66a                    | 7.344±1.442a                           |
|                    | Ox1-LN   | 85.70±2.79b       | 7.10±0.88a       | 18.80±3.17b              | 8.55±0.72b                  | 166.21±40.75c                   | 166.21±40.75c                    | 3.962±0.538b                           |
| MN                 | WYG7-HN  | 86.50±6.12a       | 5.80±0.92b       | 21.12±4.60a              | 9.61±1.94a                  | 182.39±28.56a                   | 182.39±28.56a                    | 0.61±0.26b                             |
|                    | WYG7-LN  | 84.50±3.44a       | 5.86±1.46b       | 20.65±3.00a              | 8.11±1.02a                  | 165.15±7.50a                    | 165.15±7.50a                     | 0.57±0.28b                             |
|                    | Ox1-HN   | 88.56±3.28a       | 7.89±0.93a       | 18.28±3.35a              | 8.58±1.38a                  | 151.36±26.93a                   | 151.36±26.93a                    | 9.70±5.09a                             |
|                    | Ox1-LN   | 85.67±3.67a       | 7.63±1.41a       | 21.05±2.74a              | 7.71±1.32a                  | 161.56±31.16a                   | 161.58±31.16a                    | 7.71±2.42a                             |
| LN                 | WYG7-HN  | 87.29±1.89b       | 6.67±1.86a       | 22.35±3.71a              | 7.92±1.11a                  | 158.32±28.75a                   | 158.32±28.75a                    | 0.20±0.07b                             |
|                    | WYG7-LN  | 86.10±2.33b       | 6.29±1.11a       | 19.11±5.42a              | 7.68±0.17a                  | 133.08±15.86a                   | 133.08±15.86a                    | 0.21±0.04b                             |
|                    | Ox1-HN   | 89.06±2.08a       | 7.13±1.73a       | 22.63±4.17a              | 6.67±2.33ab                 | 168.38±83.70a                   | 168.38±83.70a                    | 9.84±4.98a                             |
|                    | Ox1-LN   | 90.22±2.17a       | 7.13±1.36a       | 18.89±0.83a              | 5.36±0.87b                  | 105.37±19.59a                   | 105.37±19.58a                    | 7.15±2.24a                             |
| NN                 | WYG7-HN  | 81.14±3.35b       | 5.88±1.13a       | 15.96±2.94a              | 7.74±1.48a                  | 148.84±32.52a                   | 148.84±32.52a                    | 0.38±0.02b                             |
|                    | WYG7-LN  | 80.33±1.21b       | 5.00±1.12a       | 13.16±0.90a              | 7.93±0.63a                  | 102.73±6.32a                    | 102.73±6.32a                     | 0.36±0.02b                             |
|                    | Ox1-HN   | 84.17±3.13a       | 5.13±0.99a       | 13.02±4.42a              | 8.32±0.74a                  | 107.33±35.82a                   | 107.33±35.82a                    | 3.652±0.322a                           |
|                    | Ox1-LN   | 85.33±1.74a       | 5.78±1.30a       | 15.07±6.41a              | 7.27±1.01a                  | 116.52±75.11a                   | 116.52±75.11a                    | 3.612±0.589a                           |

Note: Error bars: SD (n = 10 plants). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA).

**Table S5 Samples sequencing data in this study**

| Field N fertilizer | Material | Clean Reads | Valid C     |            |            |            | mC Count/Ratio of sites |                       |                      |                      |
|--------------------|----------|-------------|-------------|------------|------------|------------|-------------------------|-----------------------|----------------------|----------------------|
|                    |          |             | 5*C         | 5*CG       | 5*CHG      | 5*CHH      | mC                      | mCG/Ratio             | mCHG/Ratio           | mCHH/Ratio           |
| HN                 | WYG7-HN  | 139,722,670 | 108,890,441 | 16,169,100 | 17,324,668 | 75,396,673 | 21,304,873              | 11,584,008/<br>54.37% | 6,084,672/<br>28.56% | 3,635,002/<br>17.06% |
|                    | WYG7-LN  | 133,589,336 | 104,841,041 | 15,449,192 | 16,541,565 | 72,850,284 | 21,517,825              | 11,364,931/<br>52.81% | 6,121,821/<br>28.45% | 4,029,071/<br>18.72% |
|                    | Ox1-HN   | 135,738,670 | 108,284,879 | 16,189,801 | 17,250,212 | 74,844,866 | 20,878,203              | 11,751,396/<br>56.28% | 5,964,903/<br>28.57% | 3,160,232/<br>15.13% |
|                    | Ox1-LN   | 134,660,004 | 107,478,138 | 15,945,926 | 17,075,422 | 74,456,790 | 21,429,444              | 11,473,825/<br>53.54% | 5,777,378/<br>26.96% | 4,178,090/<br>19.49% |
| NN                 | WYG7-HN  | 139,048,002 | 101,310,179 | 14,682,705 | 15,878,323 | 70,749,151 | 19,525,779              | 10,951,088/<br>56.08% | 5,539,464/<br>28.37% | 3,034,757/<br>15.54% |
|                    | WYG7-LN  | 139,516,004 | 102,560,917 | 14,859,497 | 16,147,775 | 71,553,645 | 19,474,986              | 10,830,917/<br>55.61% | 5,507,526/<br>28.28% | 3,135,240/<br>16.09% |
|                    | Ox1-HN   | 136,773,336 | 113,975,216 | 17,619,309 | 18,310,579 | 78,045,328 | 22,234,904              | 11,951,068/<br>53.74% | 6,248,008/<br>28.10% | 4,035,490/<br>18.14% |
|                    | Ox1-LN   | 138,650,670 | 109,802,502 | 16,598,531 | 17,481,738 | 75,722,33  | 23,356,814              | 12,178,677/<br>52.14% | 6,472,173/<br>27.71  | 4,705,775/<br>20.14% |

**Table S6 Characteristics of phenotype for Ox1 and WYG7 with different seed N content for two-year different N fertilizer**

| Field N fertilizer |    | Material | Plant Height<br>(cm) | Tillering<br>number | Grain yield (g) | Seed N<br>concentration<br>(mg/g) | Seed total N<br>content<br>(mg/plant) | Plant total N<br>content<br>(mg/plant) | Relative<br>expression of<br><i>OsNAR2.1</i> |
|--------------------|----|----------|----------------------|---------------------|-----------------|-----------------------------------|---------------------------------------|----------------------------------------|----------------------------------------------|
| S2                 | S1 |          |                      |                     |                 |                                   |                                       |                                        |                                              |
| HN                 | HN | WYG7-HN  | 89.86±4.82abc        | 7.29±0.76b          | 18.67±0.56b     | 10.00±1.93bc                      | 201.48±44.57bc                        | 287.84±65.00abc                        | 0.49±0.20c                                   |
|                    |    | WYG7-LN  | 92.60±4.77ab         | 6.90±1.45b          | 18.72±4.70b     | 9.67±1.21bc                       | 185.13±71.86c                         | 208.81±71.31c                          | 0.37±0.15c                                   |
|                    | NN | WYG7-HN  | 88.70±2.98abc        | 7.25±0.89b          | 20.08±5.02b     | 9.91±2.29bc                       | 226.96±40.97abc                       | 329.23±39.87ab                         | 0.20±0.07c                                   |
|                    |    | WYG7-LN  | 89.70±6.99abc        | 7.10±0.74b          | 18.79±3.64b     | 9.63±0.72bc                       | 182.89±50.50c                         | 215.73±50.91c                          | 0.25±0.11c                                   |
|                    | HN | Ox1-HN   | 92.20±3.11b          | 7.00±1.31b          | 25.28±2.74a     | 12.26±2.10ab                      | 273.64±18.66ab                        | 360.70±24.16a                          | 7.34±1.44a                                   |
|                    |    | Ox1-LN   | 94.00±7.70a          | 9.40±1.58a          | 24.90±1.10a     | 12.68±2.38a                       | 283.16±88.36a                         | 348.46±64.04a                          | 7.97±1.53a                                   |
|                    | NN | Ox1-HN   | 85.70±2.79c          | 7.10±0.88b          | 18.80±3.17b     | 8.43±0.68c                        | 166.21±40.75c                         | 246.50±47.65bc                         | 3.96±0.54b                                   |
|                    |    | Ox1-LN   | 88.00±6.36bc         | 9.40±0.97a          | 18.04±0.99b     | 9.83±2.24bc                       | 176.88±39.10c                         | 216.93±39.98c                          | 3.13±0.48b                                   |
| NN                 | HN | WYG7-HN  | 81.14±1.35ab         | 5.88±1.13a          | 15.96±2.94a     | 7.74±1.48a                        | 148.84±32.52a                         | 187.71±20.75a                          | 0.38±0.22b                                   |
|                    |    | WYG7-LN  | 81.70±4.47ab         | 4.90±0.99a          | 14.03±4.03a     | 7.28±1.32a                        | 104.20±40.89a                         | 150.10±27.50b                          | 1.51±0.86b                                   |
|                    | NN | WYG7-HN  | 80.33±1.21b          | 5.00±1.12a          | 13.16±0.90a     | 7.93±0.63a                        | 102.73±6.32a                          | 150.70±11.65ab                         | 0.43±0.37b                                   |
|                    |    | WYG7-LN  | 80.80±4.94b          | 5.00±1.33a          | 15.05±2.93a     | 6.62±2.76a                        | 102.65±52.71a                         | 167.09±61.65ab                         | 0.36±0.20b                                   |
|                    | HN | Ox1-HN   | 84.17±3.13ab         | 5.13±0.99a          | 13.02±4.42a     | 8.32±0.74a                        | 107.33±35.82a                         | 152.96±41.86ab                         | 36.52±3.22a                                  |
|                    |    | Ox1-LN   | 82.90±4.33ab         | 5.80±1.14a          | 14.05±3.77a     | 7.19±1.18a                        | 100.12±29.20a                         | 169.30±26.75ab                         | 34.27±11.66a                                 |
|                    | NN | Ox1-HN   | 85.33±1.74ab         | 5.78±1.30a          | 15.07±6.41a     | 7.28±1.01a                        | 116.52±75.11a                         | 124.80±15.34b                          | 36.12±5.89a                                  |
|                    |    | Ox1-LN   | 82.20±4.21ab         | 5.90±1.29a          | 12.94±3.27a     | 7.69±1.39a                        | 97.41±22.25a                          | 145.95±24.28ab                         | 32.73±2.99a                                  |

Note: Error bars: SD (n = 5 plants) except for Relative expression of *OsNAR2.1*, which SD (n = 4 plants). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA).

# 1 Table S7 Primers for RT-PCR

| Gene name      | Type of PCR            | Primer | Sequence                |
|----------------|------------------------|--------|-------------------------|
| OsNAR2.1       | quantitative real-time | 5' (F) | GTCGTCGAGAAGCGCAAGA     |
| LOC_Os02g38230 | PCR                    | 5' (R) | GTCCACTGAAGCTGCGAACTT   |
| OsDRM2         | quantitative real-time | 5' (F) | AAGTTCGAGTGGGACACAGACG  |
| LOC_Os03g02010 | PCR                    | 5' (R) | TTGGCCTTCCCATTTCATCCTG  |
| OsDRM3         | quantitative real-time | 5' (F) | AGGGATGCTGCTGTCAATCCAC  |
| LOC_Os05g04330 | PCR                    | 5' (R) | AAGAGCTTGGCTGTCCCTCCTC  |
| OsMET1         | quantitative real-time | 5' (F) | TAGAGGCAGGGGCTTATGGT    |
| LOC_Os03g58400 | PCR                    | 5' (R) | TTGACAGCGGCGTAGAACTT    |
| OsCMT2         | quantitative real-time | 5' (F) | AGTGGATGGTGGTGGTATTGTGT |
| LOC_Os05g13780 | PCR                    | 5' (R) | CTGTGTCTTTGGAGGTTGAGGG  |
| OsCMT3         | quantitative real-time | 5' (F) | GAGCAGAGCCACACAACCAG    |
| LOC_Os10g01570 | PCR                    | 5' (R) | GGAGTAACCCAATGCACGAG    |
| OsActin        | quantitative real-time | 5' (F) | AGGATTACCATGGCCTCAAGAG  |
| LOC_Os03g50885 | PCR                    | 5' (R) | CGCGTATCTTCCCCATGAAG    |
| OsMADS37       | quantitative real-time | 5' (F) | CCGGTGCCTAAGATAAACCA    |
| LOC_Os08g41960 | PCR                    | 5' (R) | TCCTCTTCTTCTCGCTTTGG    |
| OsMADS95       | quantitative real-time | 5' (F) | GAGGGAGCTCTCCATCCTCT    |
| LOC_Os01g23780 | PCR                    | 5' (R) | GAGCTTCAACTCGAGGCACT    |
| OsMADS59       | quantitative real-time | 5' (F) | AAGCACTGGCCGTCTCTATG    |
| LOC_Os06g23950 | PCR                    | 5' (R) | GATCATGTGCCAACAACTGC    |
| OsWAKY46       | quantitative real-time | 5' (F) | GAAGCAAGTCCAGCAGAAGG    |
| LOC_Os11g02480 | PCR                    | 5' (R) | AAGAATGTGGGCTGTTACCC    |
| OsWAKY54       | quantitative real-time | 5' (F) | GGAAATGGAGCAAGGATTGA    |
| LOC_Os05g40080 | PCR                    | 5' (R) | GACTGCTGGACTTGCTTCGT    |
| OsWAKY59       | quantitative real-time | 5' (F) | AAGCAAGTCCAGCAGAAGGA    |
| LOC_Os11g02480 | PCR                    | 5' (R) | AAGAATGTGGGCTGTTACCC    |
| OsATL16        | quantitative real-time | 5' (F) | TGCTGATCTCTTCGGTGTTG    |
| LOC_Os01g41400 | PCR                    | 5' (R) | GGTGATCAGGGTCGTTAGGA    |
| OsAMT4         | quantitative real-time | 5' (F) | GAACAACGTCCTGCTCACG     |
| LOC_Os03g53780 | PCR                    | 5' (R) | AAGACGAAGCTGTCGAGGAG    |
| OsAGO1a        | quantitative real-time | 5' (F) | AGGGATGGTGTCAGTGAAGG    |
| LOC_Os02g45070 | PCR                    | 5' (R) | CGCTGGTCCTTGTTGTTATT    |
| OsDRM1b        | quantitative real-time | 5' (F) | TCACCTGTCTTCCCATTCC     |
| LOC_Os12g01800 | PCR                    | 5' (R) | CTGCTGGAGGTAGTGCATCA    |

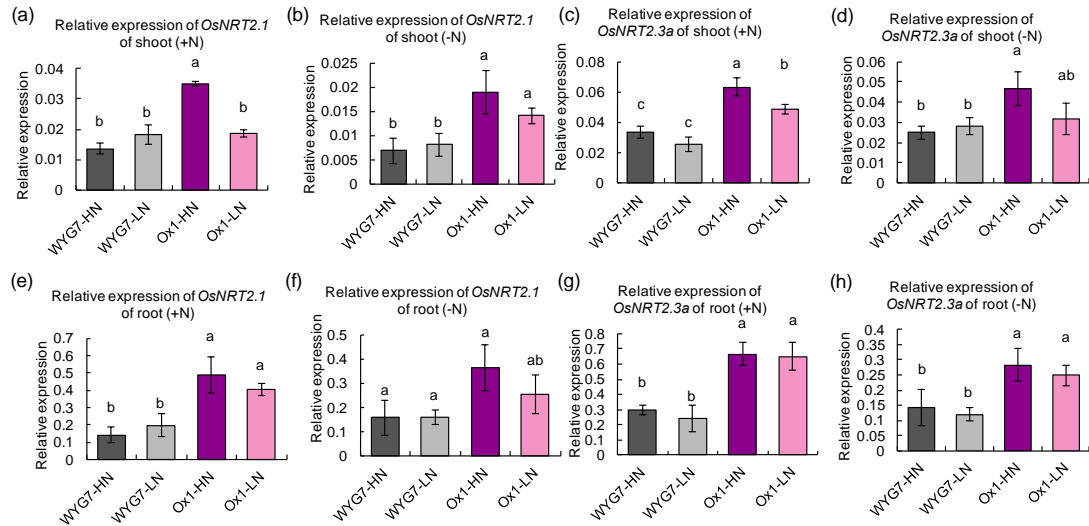

**Fig. S1. Parent seed nitrogen content decrease influence on the expression of *OsNRTs* genes**

(a, b) Relative expression of *OsNRT2.1* of shoot in +N and -N water. Error bars: SD (n = 4 plants). (c, d) Relative expression of *OsNRT2.3a* of shoot in +N and -N water. Error bars: SD (n = 4 plants). (e, f) Relative expression of *OsNRT2.1* of root in +N and -N water. Error bars: SD (n = 4 plants). (c, d) Relative expression of *OsNRT2.3a* of root in +N and -N water. Error bars: SD (n = 4 plants). Significant differences between different lines are indicated by different letters ( $P < 0.05$ , one-way ANOVA).

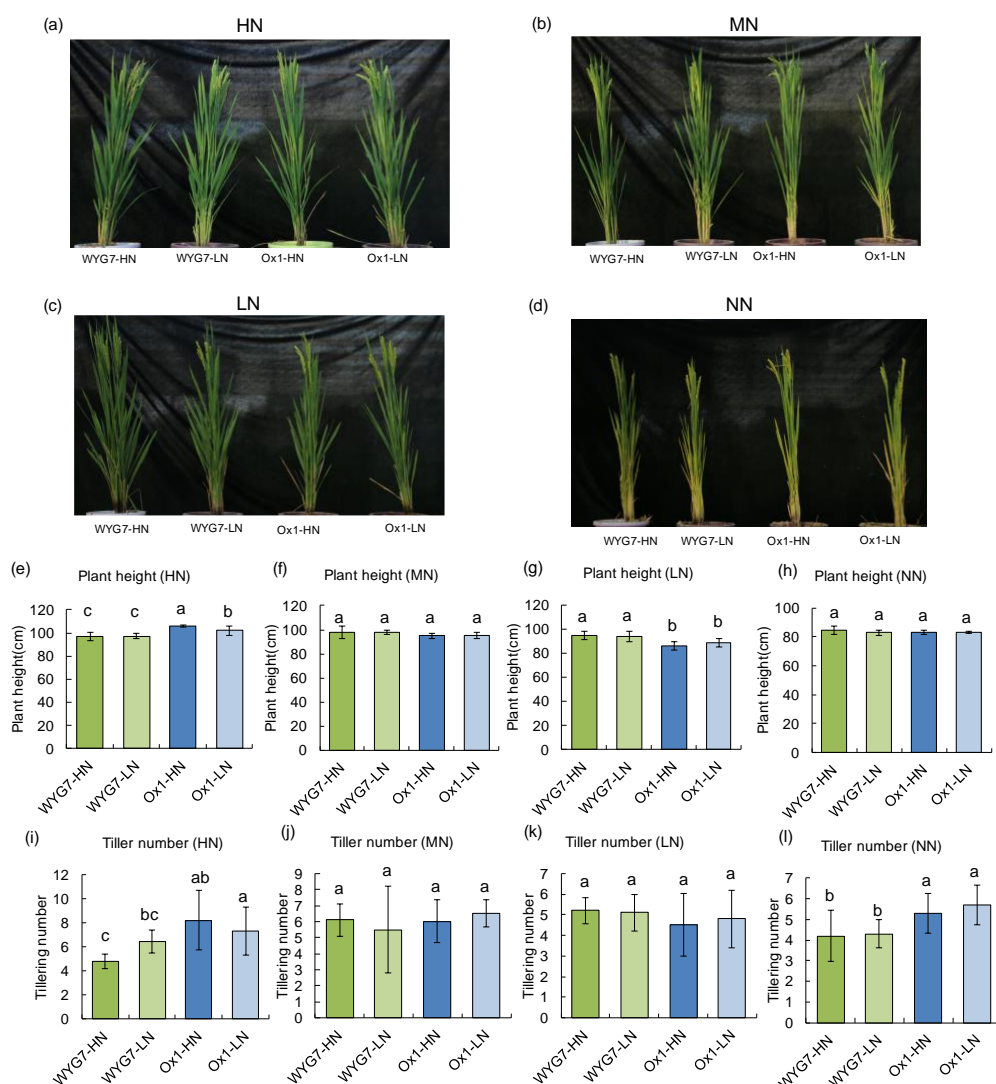

**Fig. S2. The decrease in the parent seed nitrogen content influence on phenotype**

(a-d) Gross morphology of different lines in HN, MN, LN and NN field. Bar = 10cm. (e-f) Plant height of different lines in HN, MN, LN and NN fertilizer field (i-l) Tiller number of different lines in HN, MN, LN and NN fertilizer field. Error bars: SD (n = 10). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA).

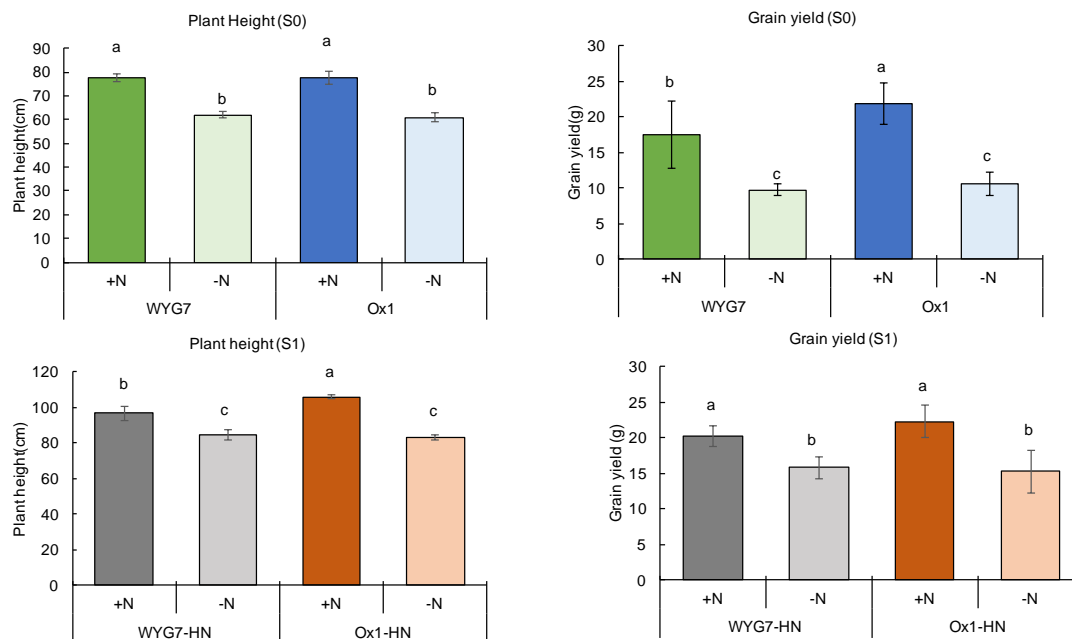

**Fig. S3. Plant height and grain yield induce by N deficiency in S0 and S1 generation.**

N deficiency influence on plant height of WYG7 and Ox1 in (a) S0 generation and (c) S1 generation. Error bar: SD (n=10 plants). N deficiency influence on grain yield per plant of WYG7 and Ox1 in (b) S0 generation and (d) S1 generation. Error bar: SD (n=5 plants).

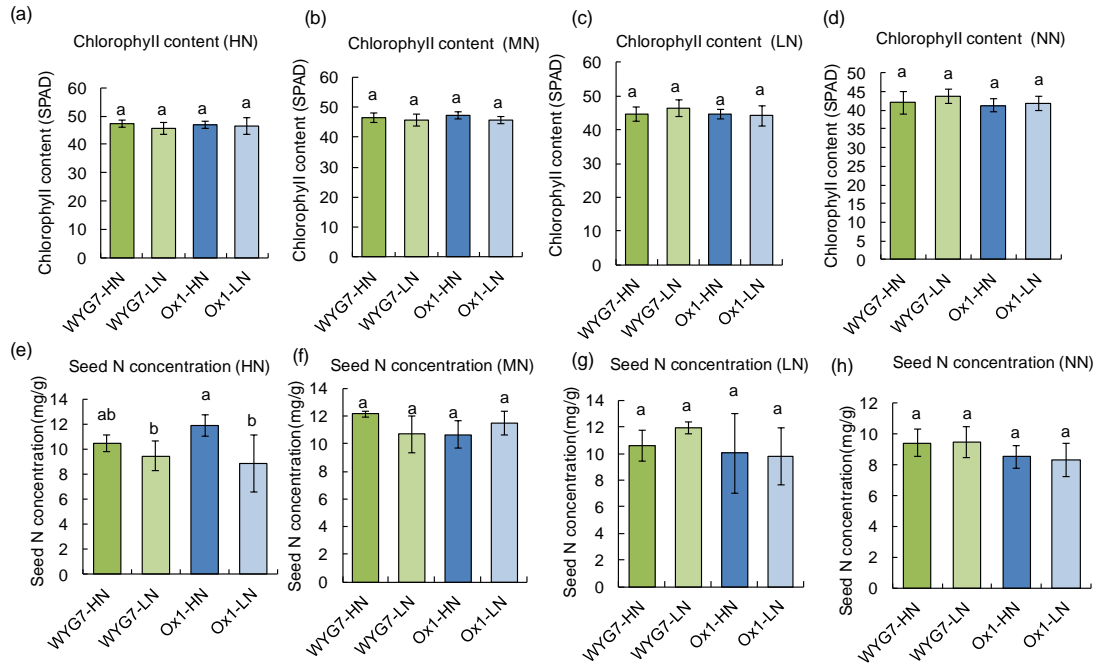

**Fig. S4. The decrease in the parent seed nitrogen content influence on chlorophyll content and seed N concentration**

(a-d) Chlorophyll content of WYG7-HN, WYG7-LN, Ox1-HN, Ox1-LN in HN, MN, LN and NN fertilizer field. Error bar: SD (n=5). (e-h) Filial seed N concentration of different lines in HN, MN, LN and NN fertilizer field. Error bars: SD (n = 5). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA).

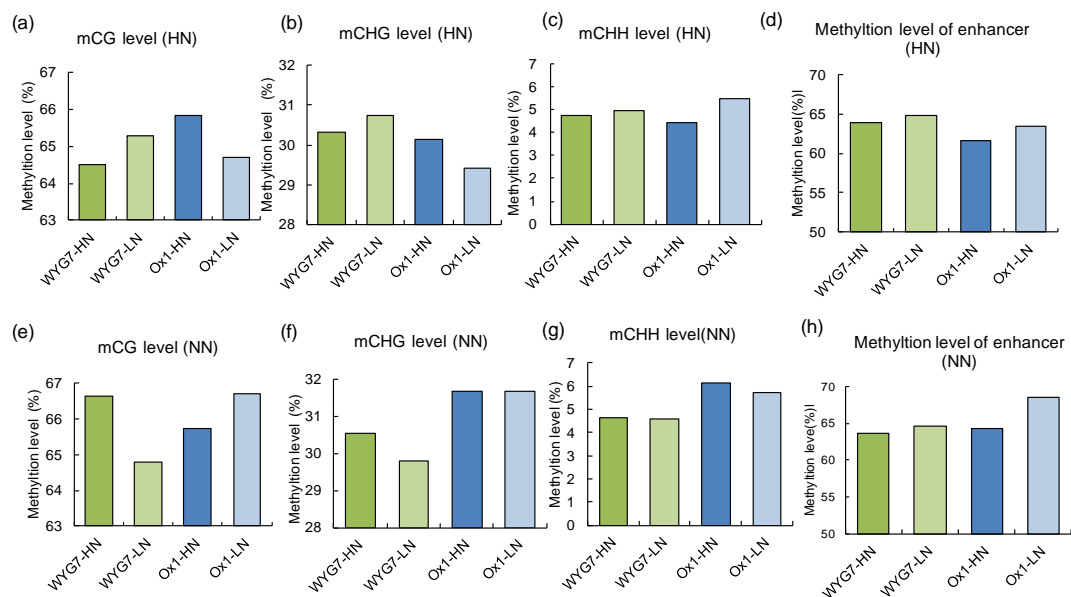

**Fig. S5. Methylation level of Ox1 and WYG7 lines**

(a-c) mCG level, mCHG level and mCHH level of different lines in HN field. (d) Methylation of enhancers in different lines in HN field. (e-g) mCG level, mCHG level and mCHH level of different lines in NN field. (h) Methylation of enhancers in different lines in NN field.

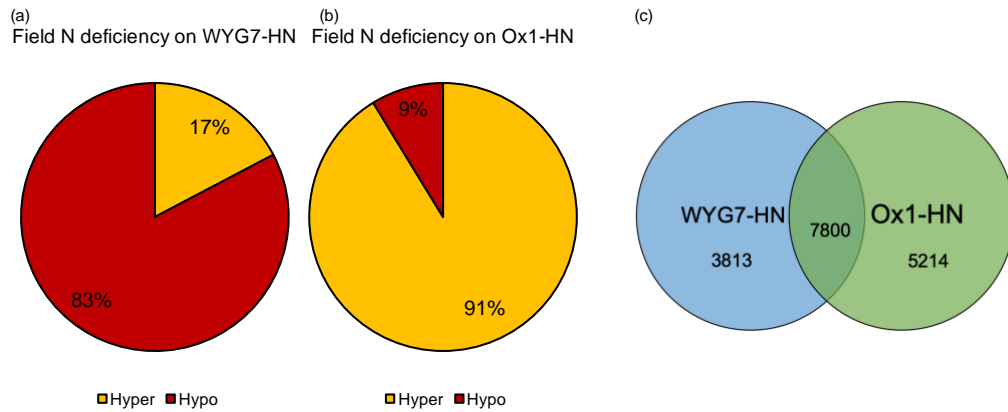

**Fig. S6. Differential methylation induces by field N deficiency in WYG7-HN and Ox1-HN**

(a, b) Breakdown of hyper- and hypo-DMRs in WYG7-HN and Ox1-HN induce by field N deficiency. (c) Venn diagram of unique and shared hyper- and hypo-DMGs in WYG7-HN and Ox1-HN induce by field N deficiency.

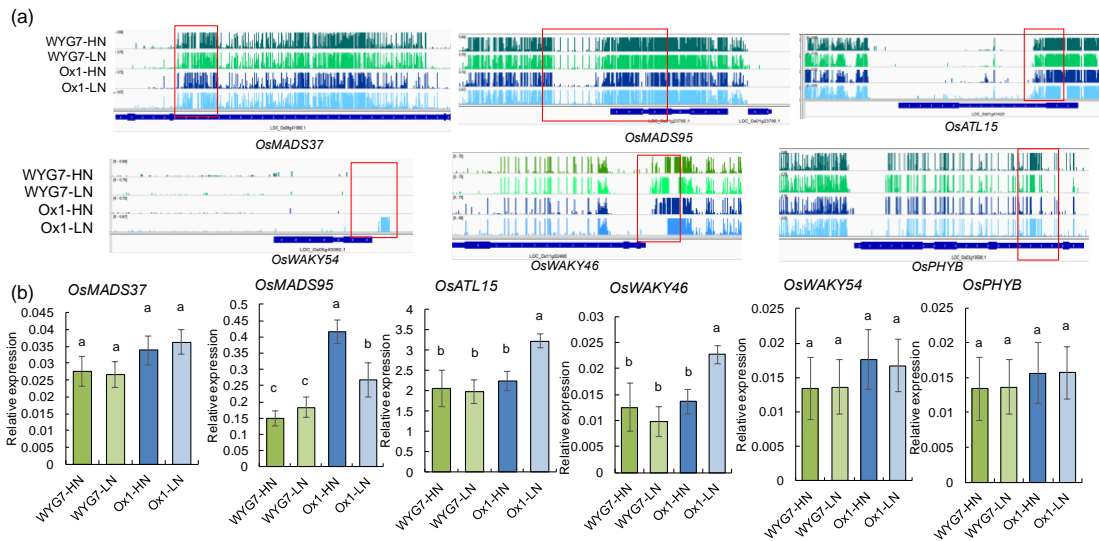

**Fig. S7. Methylation status and gene expression of relative genes in HN field**

(a) Methylation status of relative genes in HN field. (b) Gene expression of relative genes. Error bars: SD (n = 4 plants) in HN field. Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA)

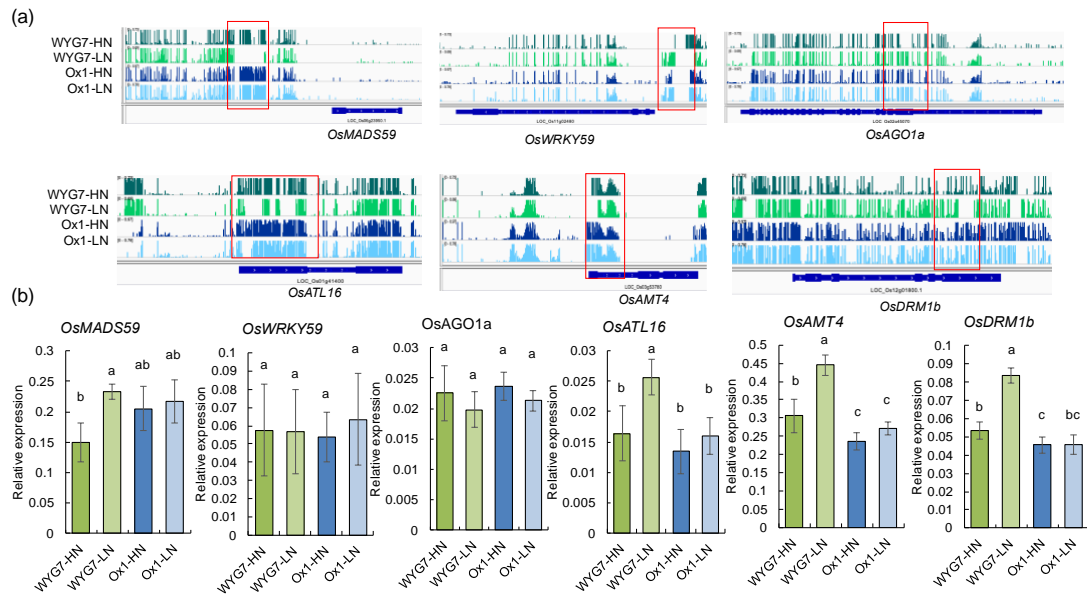

**Fig. S8. Methylation status and gene expression of relative genes in NN field**

(a) Methylation status of relative genes in NN field. (b) Gene expression of relative genes. Error bars: SD (n = 4 plants) in NN field. Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA)

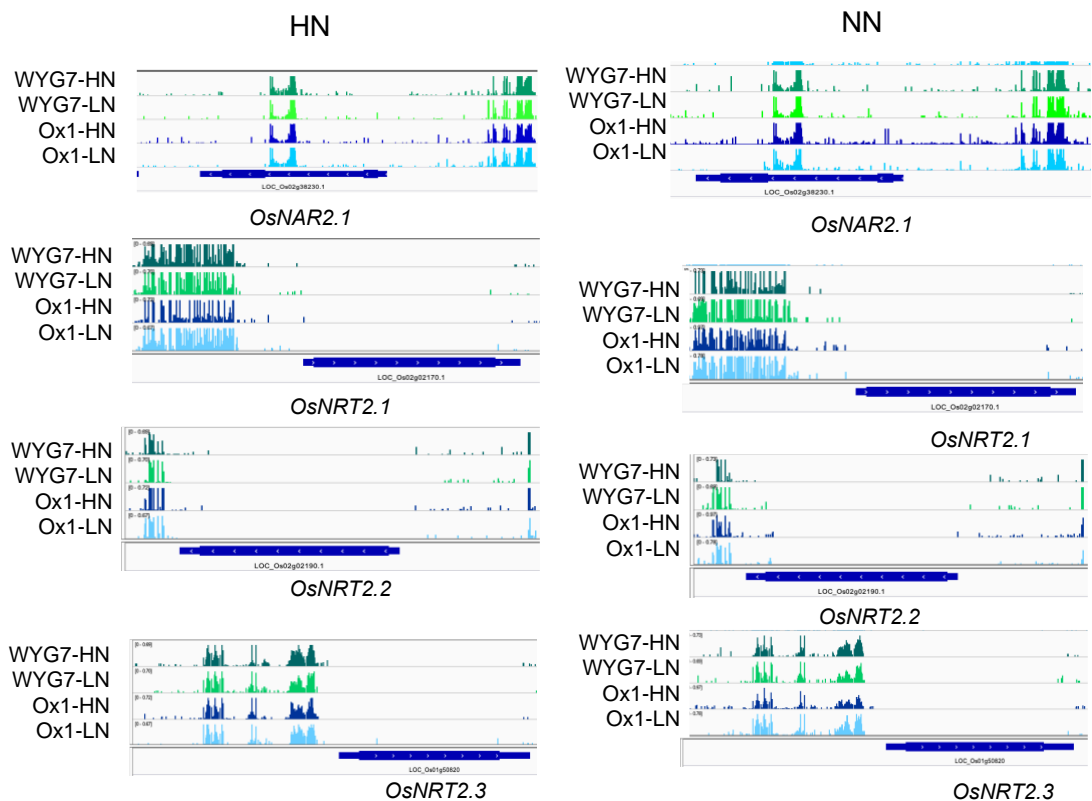

**Fig. S9. Methylation status of OsNRT family genes in different N field**

(a) Methylation status of OsNRT family genes in HN field. (b) Methylation status of OsNRT family genes in NN field.

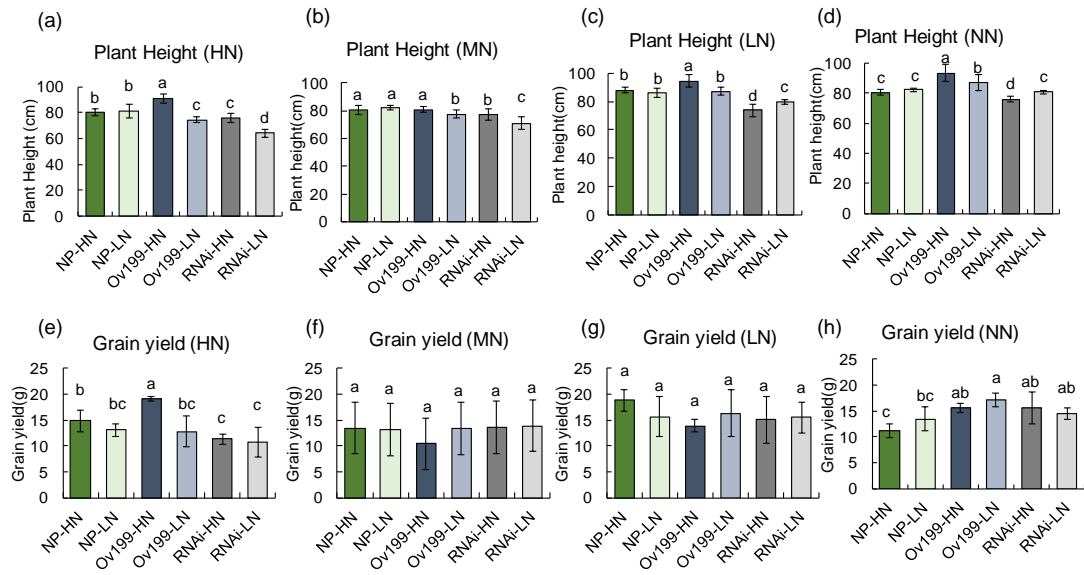

**Fig. S10. The decrease in parent seed nitrogen content of Ov199 leads to plant height and grain yield per plant decrease.**

(a-d) Plant height of different lines in the field with HN, MN, LN and NN fertilizer. Error bars: SD (n = 10). (e-h) Grain yield per plant of different lines in the field with HN, MN, LN and NN fertilizer. Error bars: SD (n = 5). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA, Duncan).

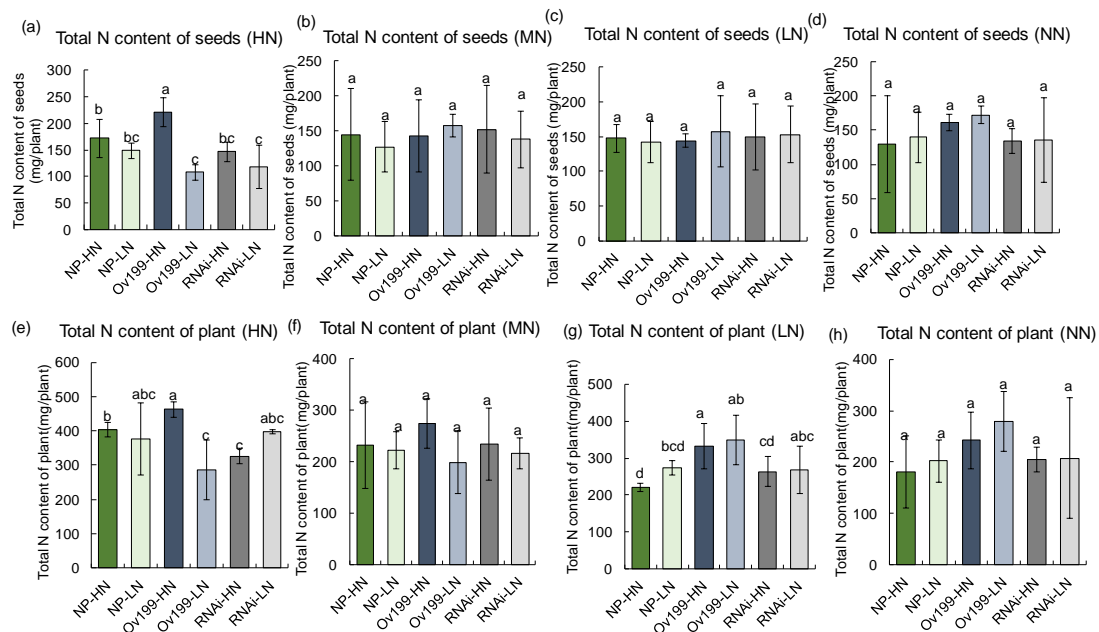

**Fig. S11. The decrease in parent seed nitrogen content of Ov199 leads to total N content of seeds and plant decrease**

(a-d) Total N content of filial seeds of different lines in the field with HN, MN, LN and NN fertilizer. Error bars: SD (n = 5). (e-h) Total N content of plant of different lines in the field with HN, MN, LN and NN fertilizer. Error bars: SD (n = 5). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA, Duncan).

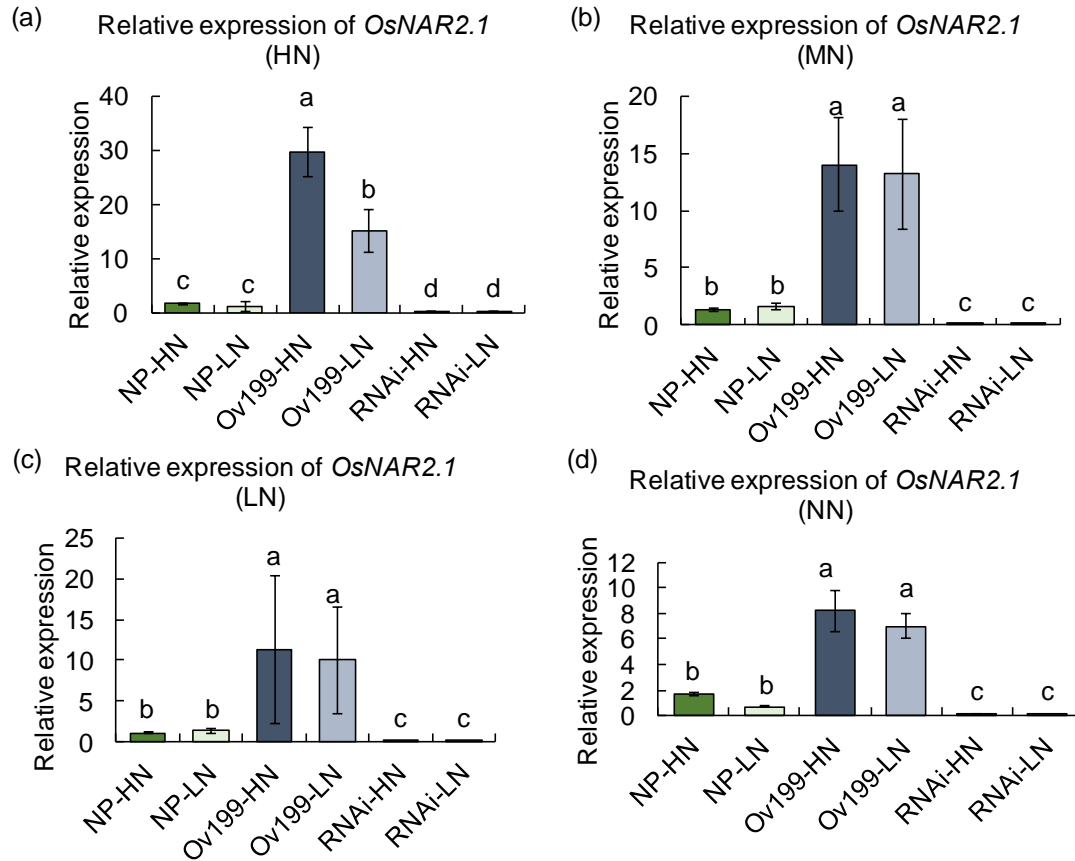

**Fig. S12. The decrease in parent seed nitrogen content of Ov199 leads to relative expression of *OsNAR2.1* decrease.**

The decrease in parent seed nitrogen content of Ov199 leads to relative expression of *OsNAR2.1* decrease. (A-D) Relative expression of *OsNAR2.1* of different lines in the field with HN, MN, LN and NN fertilizer. Error bars: SD (n = 4). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA, Duncan).

How the deposited data were processed for this re-analysis (not part of the article)

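The data were whole-genome bisulfite sequencing libraries of leaf DNA from WYG7 and Ox1, grown from HN or LN parent seeds in the HN or the NN field. There were 8 libraries, 1 per condition. The authors filtered and trimmed the reads, aligned them to IRGSP-1.0 with Bismark and compared the LN with the HN library of each line in each field with SMART. The deposited values used are positions and directions of DMRs and intervals and identifiers of genes, and the unit of each column is a position in bp. The authors' lists carry no counts of reads, levels, p-values or cytosine contexts, so the coverage behind a DMR is unknown. The paper's text does not name the annotation version, and the gene identifiers are MSU loci. All columns could be assigned to a comparison.

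From the files, numbers of DMRs and DMGs, hyper shares with Wilson 95% intervals, lengths, overlaps between lists and overlaps of DMRs with gene intervals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Overlaps of lists gave the same numbers with bedtools 2.31.1. Intervals cover counting error over DMRs only. No test across samples was made and no p-value is given. Each condition has 1 library, and the 4 comparisons were not pooled as pairs. Random placements (100 per pair of lists) kept each DMR on its chromosome, up to the last position found in any of the files, and random gene lists (10000) were matched on the decile of interval length. A DMR was assigned to a gene from an overlap of 52 bp, the smallest found among listed genes.

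The overlap functions were tested on simulated lists of 6000 DMRs with 1800 planted shared DMRs, of which 1800 were recovered. The simulated positions fixed which DMRs overlap, so this checks the functions alone. A planted same-direction share of 80% was recovered as 80.2%. With independent directions, the excess of same-direction pairs over 40 simulated lists had a mean of -0.114 and an SD of 1.12 percentage points. The simulated directions were also independent between neighbouring DMRs, so this SD does not measure the spread of the excess in the real lists.

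The results, the main settings and most alternatives were fixed before the data were examined. The genes named are those with a locus identifier in Fig. S7, Fig. S8, Fig. S9 or Table S7 (the reference gene OsActin left out), which also lists methyltransferase genes measured by qRT-PCR alone, and, for each comparison, the gene overlapping the longest DMR of each direction. The alternatives were longer DMRs, merged DMRs, weighting by length, larger overlaps, same-direction genes and other random placements. The windows dense in DMRs, the comparison of lists that differ in both line and field, and the random placement for mutual genes were chosen after seeing the data. Limits of 2.5, 3 and 4 times the median window were all looked at before 3 was taken, and all 6 pairs of lists were looked at. Global, element and enhancer methylation levels, field N deficiency comparisons, gene ontology and expression were not analysed here.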

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

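The tests of conversion, read depth, repeats and a shared parent seed effect were chosen after the result was seen.

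The hyper share of DMRs moved in opposite directions in the lines between the fields. It rose by 18.6 percentage points from the HN to the NN field in WYG7 and fell by 41.7 points in Ox1. The difference between the lines was not tested, since each share compares 1 library with 1 library. In Ox1 and in WYG7 in the NN field the share was on the same side of 50% on all 12 chromosomes. Incomplete conversion of 1 library would shift all chromosomes together, and would move the methylated cytosines of the paper's Table S5 with the majority direction of the DMRs. In WYG7 in the HN field it is argued against as the whole cause, since methylated cytosines rose by 0.959 points of valid cytosines from the HN to the LN library while most DMRs were hypo, and the bars of Fig. 6, read by eye, rose in both lines. In Ox1 in the HN field they rose by 0.658 points with most DMRs hyper, so it stays open there. By context, as shares of valid cytosines, CHH rose there and CG and CHG fell. In WYG7 in the NN field methylated cytosines changed by -0.285 points while most DMRs were hyper. There too CHH rose and CG and CHG fell, so this total does not decide. The bars of Fig. 6, read by eye, fell in both lines, and the paper describes a fall in each context for WYG7-LN. These levels argue against incomplete conversion as the whole cause in WYG7 in the NN field. With the lines of Table S5 exchanged the methylated cytosines would rise, but the bars of Fig. 6 would still fall. In Ox1 in the NN field it stays open, since methylated cytosines rose by 1.76 points while the bars of Fig. 6 fell with the majority direction, hypo. The lists hold no coverage, so a bias by depth at the DMRs was not tested. A biological effect of seed and field N and a difference between single libraries both stay open.

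In WYG7 in the HN field, 3612 DMRs lay in 22 windows of 500 kb on 6 chromosomes, a signal at places the paper does not discuss. In 10 of these windows over 80% of the DMRs were hyper and in 7 under 20% were. On chromosome 11 from 28000000 to 28499999, for example, 239 DMRs were listed for WYG7 in the HN field, 99.6% of them hyper. This window held 6 DMRs for WYG7 in the NN field, 49 for Ox1 in the HN field and 52 for Ox1 in the NN field. A difference in overall read depth is argued against by the median window, which held 1.0 times as many DMRs in the HN as in the NN field, and 33 DMRs against 32 for Ox1 in the HN field. Repeats or poor mapping shared by all libraries are argued against only as the whole cause. The median counts of the other comparisons in these windows were at most 1.6 times their own median window. For WYG7 in the HN field it was 4.65 times, but the windows were chosen by this count, which favours the gap. Ox1 was raised there in both fields, to 1.36 times in the HN field, so a partial contribution stays open. A parent seed effect common to both fields is argued against, with the lines as labelled, by WYG7 in the NN field, at 0.909 times its median window. With exchanged lines the list to compare would be Ox1 in the NN field. It was raised to 1.6 times, so a common effect would stay open in that case. A sequence or haplotype difference between the plants of the 2 libraries is a candidate explanation that stays open. Of the DMRs in the windows, 25.7% overlapped a DMR of another comparison, against 62.7% outside, but this does not decide it. The windows held 42.3 overlapping DMRs each, against 21.8 outside, so the overlapping DMRs were fewer by share and not by number. Why the other DMRs in the windows did not overlap was not tested. An effect of seed N specific to the HN field was not tested and also stays open.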

How the results depend on the processing

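No paired analysis was run. Each condition has 1 library, but the LN and HN libraries form 4 pairs over the lines and fields, whose values were not pooled. Not run were alternatives on the size of the difference, the p-value and the number of cytosines (the lists give none), on gene body or promoter alone (the tables give no strand), and on the annotation or a 2 kb promoter (no annotation of the build was used here). Restricting to the 12 chromosomes changed nothing, as the lists hold no other sequence.

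With DMRs of at least 200 bp, the numbers of DMRs were 17204 and 15240 for WYG7 and Ox1 in the HN field and 16412 and 11592 in the NN field, lower by construction, and WYG7 kept more than Ox1. Merging and leaving out the dense windows (added after seeing the data) kept all numbers of DMRs within 1.5 times. Without the dense windows, WYG7 had 624 more DMRs than Ox1 in the HN field, against 3334 with them. In the NN field it had 6567 more, against 6523 with them. The dense windows were chosen by the count of WYG7 in the HN field alone, so leaving them out lowers that count most by construction. All numbers of DMGs stayed within 1.5 times under each alternative run. The dense windows held 4503 DMRs of WYG7 in the HN field at 2.5 times the median and 2570 at 4 times.

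Every hyper share kept its side of 50% under each alternative run. WYG7 in the HN field gave 47.9% with DMRs weighted by length and 43.6% without the dense windows. Ox1 in the HN field gave 76.2% with longer DMRs, 76.3% weighted by length and 74.8% with merging. Ox1 in the NN field gave 31.6% with longer DMRs, 31.6% weighted by length and 34.4% with merging. The cause was not tested.

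Mutual DMGs fell to 3677 (HN field) and 3022 (NN field) with DMRs of at least 200 bp, and to 3920 in the HN field with the same direction in both lines, which are stricter by construction. The ratio to random lists was 0.994 in the HN field and 1.08 in the NN field. With random placement of the Ox1-DMRs, added after seeing the data, it was 2.12 in each field. In the HN field, the number of mutual genes was thus above the random placements and not above the random lists. The placements tend to lower the expected number and the lists raise it, so sharing above chance is undecided there. In the NN field it was above both.

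With at least 50% of the shorter DMR overlapping, the shared DMRs were 24.7% between lines in the HN field, 21.1% in the NN field, 26.3% between fields in WYG7 and 22.7% in Ox1. With at least 50% of both overlapping they were 12.2%, 10.4%, 12.8% and 11.6%, and with DMRs of at least 200 bp 25.6%, 21.3%, 27.1% and 23.5%. With random placement within 100 kb, the shared DMRs were 6.12, 6.85, 6.45 and 7.24 times the random share. The same-direction share between lines in the NN field was 47.5% with at least 50% of both overlapping and 50.1% with longer DMRs, and between fields in WYG7 48.4% with longer DMRs. For the pairs that differ in line and field, it was 56.0% (WYG7 in the HN field and Ox1 in the NN field) and 61.1% (Ox1 in the HN field and WYG7 in the NN field) with at least 50% of both overlapping. The cause was not tested.

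With DMRs of at least 200 bp, an alternative added after seeing the data, the names of the paper's genes with a DMR fell to 4 for Ox1 in the HN field, 5 for WYG7 in the NN field and 0 for Ox1 in the NN field. The lists hold no coverage, so how depth limits each DMR could not be examined.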

Differences from the paper's values

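Under the main settings, all numbers of DMRs, hyper shares and numbers of mutual and unique DMGs were close to the paper's values. Differences in direction or statement were as follows.

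The paper states that the expression of 7 genes, OsDRM1b among them, was raised by hypo-methylation. Fig. S8b shows higher OsDRM1b expression in WYG7-LN than in WYG7-HN in the NN field, while the only DMR listed for this gene there, on chromosome 12 from 485258 to 485937, is hyper in WYG7-LN. Read by eye, the gap in the WYG7-LN track of Fig. S8a lies outside this DMR. OsMADS95 also has only a hyper-DMR, in Ox1 in the HN field, and Fig. S7b shows its expression lower in Ox1-LN than in Ox1-HN, so its direction does not go against the statement.

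The paper's text gives opposite directions for the methylation level of WYG7. One sentence has it lower in LPSN progeny of both lines in the HN field and higher in the NN field, and other sentences have it rising in WYG7-LN in the HN field and falling in the NN field. From the paper's Table S5, methylated cytosines made up 19.57% of valid cytosines in WYG7-HN and 20.52% in WYG7-LN in the HN field, and 19.28% in Ox1-HN and 19.94% in Ox1-LN. In the NN field they made up 19.27% in WYG7-HN and 18.99% in WYG7-LN, and 19.51% in Ox1-HN and 21.27% in Ox1-LN. These shares count cytosines called methylated among valid cytosines and are not the methylation level of Fig. 6, which rests on the reads at each site, so they do not bear directly on the sentences. The bars of Fig. 6, read by eye, are higher in LN than in HN for both lines in the HN field and lower in LN for both lines in the NN field. The sentence on both lines gives the opposite of these bars in each field, and the sentences on WYG7 give their direction. For Ox1 in the NN field, Table S5 has a higher share in LN where the bars of Fig. 6 are lower.

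The paper counts 12 genes in Fig. S7 and Fig. S8. By the locus identifiers of its Table S7 and figures these are 11 loci.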

Other observations

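In the tests below, the one on seed lots was chosen after its result was seen, and the pattern itself was found by looking at all 6 pairs of lists.

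The 2 pairs of lists that differ in both line and field had the largest excess of same-direction pairs over independence. For Ox1 in the HN field and WYG7 in the NN field, 57.4% of 9779 pairs had the same direction, against 53.0% under independence, an excess of 4.47 percentage points with an SD of 2.01 over chromosomes. For WYG7 in the HN field and Ox1 in the NN field, the excess was 2.81 points. The 4 other pairs lay between -1.16 and 0.266 points. For Ox1 in the HN field and WYG7 in the NN field, a local trend in direction is argued against by an excess of 4.14 points within windows of 1 Mb. Loose overlap is argued against by an excess of 6.73 points when at least 50% of both DMRs overlapped. A few regions are argued against by an excess above 0 on 12 of 12 chromosomes. Classes of DMRs that differ in length or in overlap with genes are argued against by an excess of 4.37 points within such classes. Classes by cytosine context were not tested, as the lists do not give it. Seed lots of 1 line that differ at the same regions in both fields stay open. As labelled, the larger excess of the same-line pairs was 0.0584 points, but with the lines exchanged in 1 of the fields the pairs at 4.47 and 2.81 points, both above 0 on 12 of 12 chromosomes, would be the same-line pairs.

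Exchanged line labels in 1 of the fields are another hypothesis, and cannot be told apart from correct labels. Outside the dense windows, the Spearman correlation across windows of DMR counts of Ox1 in the HN field was 0.873 with WYG7 in the NN field and 0.852 with Ox1 in the NN field. Windows are not independent replicates. The difference of 0.0211 had a bootstrap range over windows from -0.00641 to 0.0447, which includes 0. The paper's Table S5 bears on a mismatch of lines between that table and the lists. Methylated cytosines moved with the majority direction of the DMRs in 1 of 4 comparisons as labelled, in 3 of 4 with the lines of Table S5 exchanged in the NN field and in 1 of 4 with them exchanged in the HN field. This comparison was made after the values were seen, and each change compares single libraries. The methylation level of Fig. 6, read by eye, moved with the majority direction in 2 of 4 comparisons. It moved the same way in both lines within each field, so exchanging lines cannot change this count and it does not bear on an exchange. The counts from Table S5 are higher with the exchange in the NN field, but for the reasons given they do not decide. An exchange carried through both the table and the lists would leave the count from Table S5 as labelled. The signals lost in the WYG7-LN tracks of Fig. S8a are in the WYG7 list, so the list and the tracks carry the same line names. No biological explanation of the pattern was tested.

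Of the 21 gene names looked up, 9 were in none of the gene tables. Among them were OsDRM2, OsDRM3, OsMET1, OsCMT2 and OsCMT3, for which the paper gives transcript levels (Fig. 8) and no methylation. In all 4 tables together, 2941 genes were common.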
